# Temporarily Epigenetic Repression in Bergmann Glia Regulates the Migration of Granule Cells

**DOI:** 10.1002/advs.202003164

**Published:** 2021-03-22

**Authors:** Shaoxuan Chen, Kunkun Zhang, Boxin Zhang, Mengyun Jiang, Xue Zhang, Yi Guo, Yingying Yu, Tianyu Qin, Hongda Li, Qiang Chen, Zhiyu Cai, Site Luo, Yi Huang, Jin Hu, Wei Mo

**Keywords:** Bergmann glia, BG development, ECM, GC migration, H3K9me3, Nfix, Setdb1

## Abstract

Forming tight interaction with both Purkinje and granule cells (GCs), Bergmann glia (BG) are essential for cerebellar morphogenesis and neuronal homeostasis. However, how BG act in this process is unclear without comprehensive transcriptome landscape of BG. Here, high temporal‐resolution investigation of transcriptomes with FACS‐sorted BG revealed the dynamic expression of genes within given functions and pathways enabled BG to assist neural migration and construct neuron‐glia network. It is found that the peak time of GCs migration (P7‐10) strikingly coincides with the downregulation of extracellular matrix (ECM) related genes, and the disruption of which by Setdb1 ablation at P7‐10 in BG leads to significant migration defect of GCs emphasizing the criticality of Nfix‐Setdb1 mediated H3K9me3 repressive complex for the precise regulation of GCs migration in vivo. Thus, BG's transcriptomic landscapes offer an insight into the mechanism by which BG are in depth integrated in cerebellar neural network.

## 1 Introduction

Cerebellum is a well‐organized region of brain, which not only controls motor behavior but also regulates learning, cognition, and affective processes.^[^ ^1^, ^2^ ^]^ The mature cerebellar cortex consists of three layers: an inner granular layer (IGL), a Purkinje cell layer (PCL), and a molecular layer (ML);^[^ ^3^ ^]^ and the developing cortex has an additional external granular layer (EGL).^[^ ^4^ ^]^ There are mainly five types of neural cells in different layer of the cerebellum, including oligodendrocyte (OL), astrocyte, granule cell (GC), Purkinje cell (PC), and Bergmann glia (BG) .^[^ ^5^ ^]^ The precise location of these cells is critical for three‐layered laminar structure and foliation of the cerebellum in which BG plays a pivotal role in cerebellar morphogenesis.^[^ ^6^ ^]^ The malformation of cerebellum is related to various neurological disorders including ataxic, autism spectrum disorder (ASD), and so on.^[^ ^7^, ^8^, ^9^ ^]^

As a type of astroglia, BG are derived from radial glia cells and share some molecular signatures with astrocytes.^[^ ^10^ ^]^ In the other hand, BG is a special glia for their unique location and morphology. Located at the PCL, BG's cell bodies extend radial fibers through the ML to pial surface, connecting their endfeet to form the glia limitans.^[^ ^11^, ^12^, ^13^ ^]^ BG appear to sustain such unique morphology from early birth on; however, the functions of BG are variant over time to match continuously microenvironmental changes.^[^ ^13^, ^14^ ^]^ BG provide structural support for guiding the migration of newly differentiated GCs from the EGL to the IGL during first 2 weeks postnatally. The peak of GCs migration is at P7‐12, whose impairment results in disruptive morphology and paralyzed neural network of cerebellum.^[^ ^2^, ^15^, ^16^, ^17^ ^]^ After that, BGs are further integrated into neural circuit, playing critical roles in the information processing, structural integrity maintenance and synaptic connections.^[^ ^13^, ^18^ ^]^

The molecular mechanisms to regulate BG function are fragmented. Neither key transcriptional factors (TFs) nor epigenetic modifications are well studied in BG. Some signaling pathways, such as SHH, Notch, and Integrin‐linked kinase in BG are assistant for GCs migration.^[^ ^19^, ^20^, ^21^, ^22^ ^]^ Reports also show the influence of ECM (extracellular matrix)‐receptor interaction signaling on BG‐dependent GCs migration.^[^ ^23^, ^24^, ^25^ ^]^ Single cell sequencing of developing cerebellum yields a clear BG population; however, the features of it are obscure with very limited depth of transcriptome.^[^ ^26^ ^]^ More accurate and deeper omics analysis are necessary with purified BG.

In this study, we identified two mouse models to label BG and construct transcriptional landscape of BG from birth to adulthood. We defined the functions of BG with up‐regulated genes by multiple comparison (UGMC) at each stage of development. We found in surprise the progress of development relied on the dynamic expression of ECM‐related genes which functionally related with BG development and assisting of GCs migration. At the peak time of the cerebellar development (from P7 to P10), our data indicated that genes down‐regulated in this time window were required for GCs migration and exactly suppressed by Nfix‐Setdb1 repressive complex. Setdb1 is one of the main methyltransferases for the trimethylation of histone 3 lysine 9 (H3K9me3).^[^ ^27^, ^28^ ^]^ Mice with Setdb1 deleted at P7 in BG show the defect of GCs migration with abnormal upregulated genes that should have been inhibited by Nfix‐Setdb1 complex in wildtype (WT) BG. Together, we have systematically described the molecular characteristics of BG cells in each development stages, and further found that the transcriptional suppression by Nfix‐Setdb1 complex is critical for BG to assist the migration of GCs.

## 2 Results

### 2.1 Identifying Mouse Models for the Omics Study of Bergmann Glia

General astro‐glia makers like GFAP and BLBP label both BG and astrocytes (**Figure** **1**A,C, middle panel) which make it infeasible to isolate BG by those well‐known markers.^[^ ^29^, ^30^ ^]^ Resembling to radial glia, BG express some of neural stem cell markers like Nestin, Sox2, Sox9, and so on, and Nestin enriched in BG (Figure 1A,B and data not show).^[^ ^31^, ^32^ ^]^ Nestin‐∆TK‐IRES‐GFP (Nes^GFP^) mice have GFP expression under control of rat Nestin promoter with 2nd intron restricting GFP signal in neural cells.^[^ ^33^ ^]^ In the first 2 weeks postnatally, overwhelming majority of GFP signals was located in BG (Figure 1C,D) with a very tiny portion in OLs (Figure S1A,C, Supporting Information) but not in GCs (Figure 1C,D) nor PCs (Figure S1B,C, Supporting Information). BG at P1, P4, P7, P10, P13, and P16 were sorted by GFP^+^ signals and other cells without GFP signals were gated out (Figure S1H, Supporting Information). Given that GFP signals went dimly in brain of Nes^GFP^ mice after 2 weeks postnatally, another mouse model was constructed to label BG since young adult stage. Mash1 Cre‐ERT2, R26‐LSL‐tdTomato (Mash1^iTom^) mice have bright red signals under control of Mash1 promoter expressing in BG but very few in other cells upon Tamoxifen (TMX) induction at P30 and P60, respectively (Figure 1E–G and Figure S1D–G, Supporting Information).^[^ ^34^, ^35^ ^]^ Then deep profiling for BG transcriptome was performed using sorted BG (Figure 1H and Figure S1H,I, Supporting Information) at 8 time points (P1, P4, P7, P10, P13, P16, P30, and P60).

**Figure 1:**
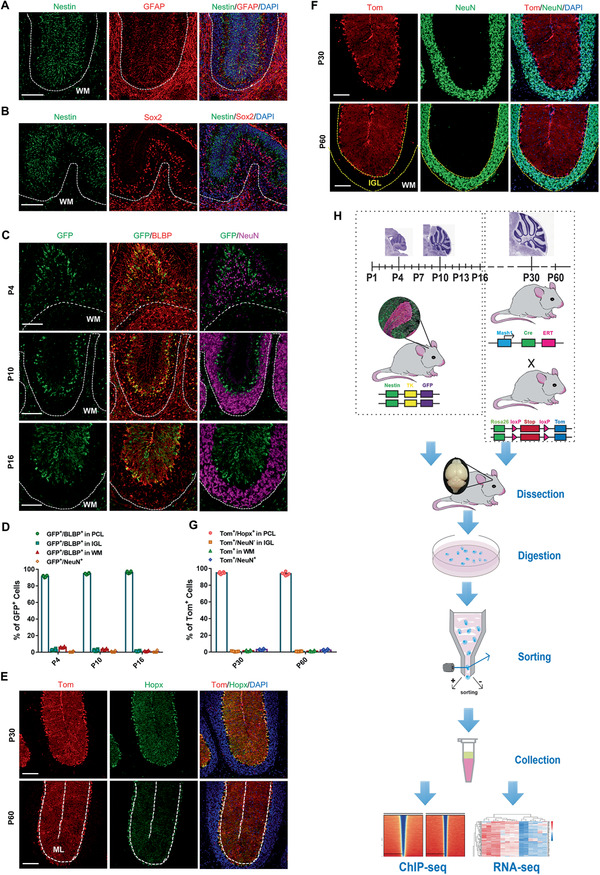
Identification of mouse models significantly labeling Bergmann glia. A,B) Co‐immunostaining of Nestin with A) GFAP or B) Sox2 in P7 cerebella, the white matter (WM) was indicated. C,D) Co‐immunostaining of GFP with BLBP or NeuN (C) in Nes^GFP^mouse at the time points as indicated (the WM was indicated). The ratio of different kinds of GFP positive cells at P4, P10, P16 were quantified (D), in which BLBP^+^ cells in PCL represent BG; BLBP^+^ cells in IGL and WM are assumed to be astrocytes; and NeuN^+^ cells refer to GCs. *n* = 6 sections from 3 mice per time point. E–G) Co‐immunostaining of tdTomato (Tom) with Hopx (E) or NeuN (F) inMash1^iTom^ mice at P30 and P60. The ratio of different kinds of Tom positive cells at P30, P60 were quantified (G), in which Hopx^+^ cells in PCL represent BG, NeuN^+^ cells refer to GCs, Tom^+^ cells in WM and Tom^+^/NeuN^−^ cells in IGL are assumed to be OLs, astrocytes or other type of cells. *n* = 6 sections from 3 mice per time point. H) The experimental strategy and workflow for BG isolation and next generation sequencing. All the quantification data are presented as mean ± SEM. Scale bars, 100 µm. See also Figure S1, Supporting Information.

### 2.2 Confirming the Reliability of Bergmann Glia Expression Profile and Obtaining its New Marker Genes

Since BG's transcriptome has not been well documented ever, we compared our dynamic transcriptomic profiles with well‐accepted lineage markers of variant nerve cells by heatmap analysis which confirmed the significant enrichment of BG genes (**Figure** **2**A).^[^ ^36^ ^]^ P7 and P60 represented the peak and the termination of cerebellar development after birth, respectively. Compared the BG profile with that of whole cerebellum at the same time point, 458 and 284 genes are upregulated eight times or more in P7 and P60 BG separately (Figure 2B). These remarkable genes covered majority of reported BG marker genes.^[^ ^37^ ^]^ Thus, 92 genes upregulated eight times in both P7 and P60 were defined as BG lineage marker genes; and 270 or 156 genes only upregulated eight times in either P7 or P60 were named as stage‐specific BG marker genes (Figure 2B and Table S1, Supporting Information). Top 20 genes of each three clusters were shown as heatmap emerging a broader list of marker genes in BG (Figure 2C and Table S1, Supporting Information). We verified the expression of some new marker genes in developmental or mature BG by immunostaining or public ISH database from Allen lab or Single Cell Sequencing data presented in the “Cell Seek” website, further authenticating the accuracy of transcriptomes of BG (Figure 2D–F and Figure S2A–J, Supporting Information).^[^ ^36^ ^]^ To obtain an overview of these marker genes, Gene ontology (GO) analysis was performed (Figure 2G–I). For P7, top 10 GO terms pointed to the cilium and projection of BG fibers, which was very possible to support the GCs migration (Figure 2G). In contrast, the top 10 terms of P60 were totally different with that of P7, which showed signatures of chromatin remodeling (Figure 2H). We speculate that it may reflect the termination of violent changes in transcriptome. The unique signatures of BG compared with other cells in cerebellum were related with lipid metabolism (Figure 2I) which is worth to be further investigated.

**Figure 2:**
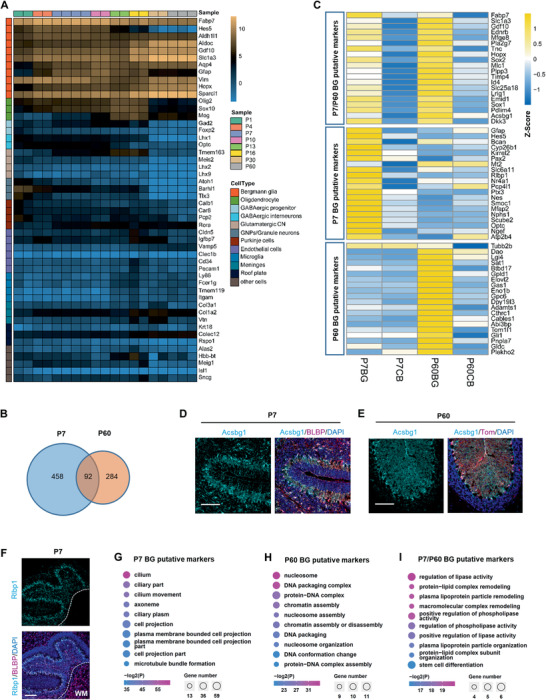
Confirming the reliability of Bergmann glia expression profile and obtaining its new marker genes. A) Heatmap to show the expression of marker genes of different kinds of cerebella cells. B) Venn Diagram to show the number of BG putative marker genes for juvenile (P7), young adult (P60), and for both juvenile and young adult. C) Heatmap to exhibit the expression of top 20 unique putative marker genes of juvenile (P7) or young adult (P60) BG and 20 common putative marker genes of juvenile (P7) and young adult (P60) BG. D–F) Immunofluorescence staining to verify the expression of BG new marker genes. D) Co‐staining of a new BG lineage marker Acsbg1 with a well‐established marker BLBP at P7 (The WM was indicated) or E) with Tom (expressed in Mash1^iTom^ mice) at P60. F) Co‐staining of a new marker Rlbp1 unique to juvenile BG with BLBP. Scale bars, 100 µm. G–I) GO analysis on putative marker genes of BG in the juvenile and/or young adult periods as indicated. Data display top 10 enriched GO terms ranked by p values. Color indicates p values for GO term enrichment and circle size indicates the number of enriched genes for each GO term.

### 2.3 Functional Analysis for UGMC of Bergmann Glia

To characterize more comprehensive features of BG and define the functions of BG at each stage, differentially expressed genes (DEGs, fold change ≥ 2) were analyzed (Figure S3A, Supporting Information). Genes highly expressed both in P7 and P60 were limited in number (Figure S3B, Supporting Information), which exhibited the both characteristics of fibers projection (Figure S3C, Supporting Information) and lipid metabolism (Figure S3D, Supporting Information).^[^ ^38^, ^39^ ^]^ Although in general P7 BG present a developmental signature (Figure S3E, Supporting Information), top 10 pathways enriched from P7 BG UGMC were shown to be related with GCs migration by “ECM‐receptor interaction”, “focal adhesion”, etc.^[^ ^23^, ^24^, ^40^ ^]^ (Figure S3F, Supporting Information). P60 BG UGMC significantly enriched metabolic pathways and showed intensive communication with neural microenvironment via extracellular transport by “extracellular vesicle, organelle, exosome” which were top 3 terms of GO (Figure S3B,G,H, Supporting Information). Together, the transcriptional landscape we obtained can well reflect BG's characteristics and functions in juvenile and adult, showing how BG supported the building of nerve network in cerebellum.

### 2.4 Determine the Milestones for Bergmann Glial Postnatally

To determine the termination of BG develop in molecular level, all the profiles at variant time points were compared with that of developing (P7) and developed (P60) BG, showing that 1‐month BG profile was almost identical with that of 2 months (**Figure** **3**A), whereas 1‐month and P16 BG showed very distinguished pattern (Figure S4A, Supporting Information). This indicated BG profile keep stable since P30. The characteristics of P16 transcriptome were mixed with that of P7 and P60. The top 10 GO terms of downregulated genes from P16 to 1 month were genes of development or fiber projection (Figure S4B, Supporting Information), which were similar with that of P7 BG UGMC (Figure S3E, Supporting Information); and the top 10 GO terms of up‐regulation genes (Figure S4C, Supporting Information) were like that of UGMC in P60 BG (Figure S3G, Supporting Information). All of these indicate at molecular level, BG are mature at P30. A feature for the termination of development is significant downregulation of the cell cycle related genes which was the most noteworthy feature of down‐regulated DEGs during P13‐16 (Figures S4D,E, Supporting Information). In addition, we also observed the changes of genes for fiber projection during P13‐16 (Figure S4F, Supporting Information). All those evidences above suggest a transient state of pre‐mature BG at P13‐16. According to the expression changes of BG characteristic genes at different time points, the BG (P1–P60) can be divided into three distinct periods: developmental period, transition period, and mature period (Figure S4G, Supporting Information).

**Figure 3:**
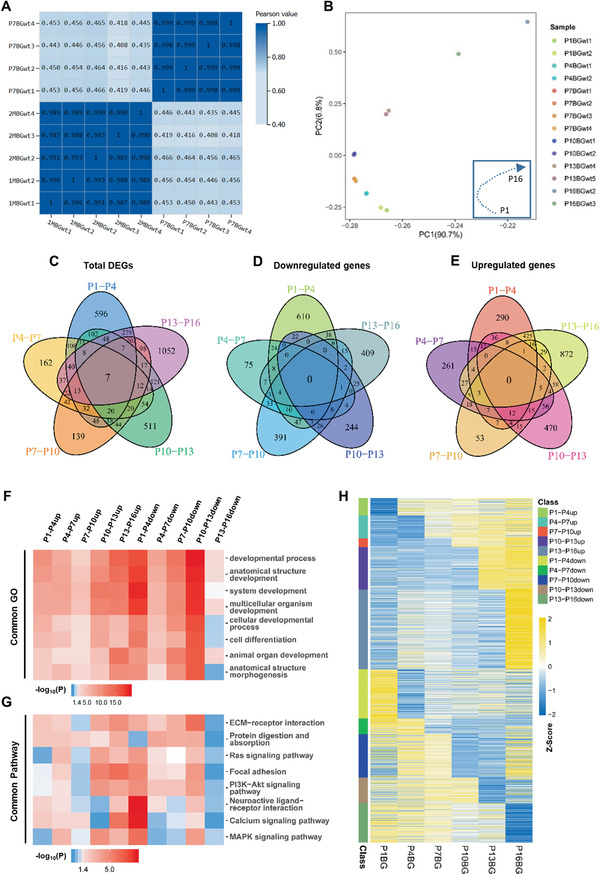
Exploring the intrinsic impetus to promote the developmental process of BG. A) Correlation heat map to analyze the similarity of BG transcripts between the juvenile stage (P7) and young adult stages (P30 and P60) with 2–4 repetitions at each time point. The color represents the correlation coefficient (the darker color represents the higher correlation). B) PCA shows the similarity of BG transcripts from P1 to P16 with 2–4 repetitions at each time point. C–E) Venn diagram to analyze the intersection of five adjacent groups (P1–P4, P4–P7, P7–P10, P10–P13, P13–P16) of DEGs. The intersections of C) total DEGs, D) downregulated genes, and E) upregulated genes of each group were shown. F,G) GO and Pathway analysis were performed on up or down regulated genes of the five adjacent stages of BG within P1 to P16, and the top 8 of most common GO (F) or pathway (G) terms were shown in the heatmaps. H) Heatmap to display the successive expression patterns of all up or down regulated genes in (C) from P1 to P16.

### 2.5 Exploring the Intrinsic Impetus to Promote the Developmental Process of Bergmann Glia

Then we focused on the dynamic changes of transcriptome in the developmental period. As expected, principal component analysis (PCA) showed the developmental changes in transcriptome continuously during first 2 weeks postnatally (Figure 3B). The overlap of DEGs in each developmental stage was very rare (Figure 3C–E); but in surprise, GO and Pathway analysis of each DEGs (Figure S4H–O, Supporting Information) showed very similar terms in entire developmental period (P1‐4, P4‐7, P7‐10, P10‐13). GOs pointed to development and fiber projection; and pathways pointed to GC migration, which was similar with terms of P7 in Figure S3E,F, Supporting Information. No doubt, common GO and pathway analysis for up/down DEGs in entire developmental period (P1‐13) (Figure 3F,G) were almost identical with those of P7 UGMC (Figure S3E,F, Supporting Information), which emphasized again BG's common characteristics and functions in first 2 weeks postnatally were assisting GC migration. In contrast, the terms showed obvious divergence in the down‐regulated genes in the transient period (P13‐16). BG in different developmental stages with distinct transcription profile processing the similar ability with neural migration indicates the change of genes for fiber projection and GCs migration is the intrinsic impetus promotes the BG program in developmental period. Further heat map analysis revealed these genes were only temporally changed expression in certain developmental stages (Figure 3H). Together, our data showed the dynamic of genes with given functions and pathways through which BG were continuously adjusted to adapt the requirement of neural migration in different developmental stages.

### 2.6 Setdb1 Cooperating with Nfix Act as a Candidate Negative Regulator in the Development of Bergmann Glia from P7 to P10

To explore the mechanism by which the dynamic was sophistically controlled during developmental period, we focused on P7‐10 when BG mediated mass migration of GCs from EGL to IGL. Pathways like the “ECM‐receptor interaction pathway” for GC migration were downregulated; and interestingly, the down‐regulated genes were dominant at this short time window indicating that transcriptional repression is critical for BG development and GCs migration (**Figure** **4**A).

**Figure 4:**
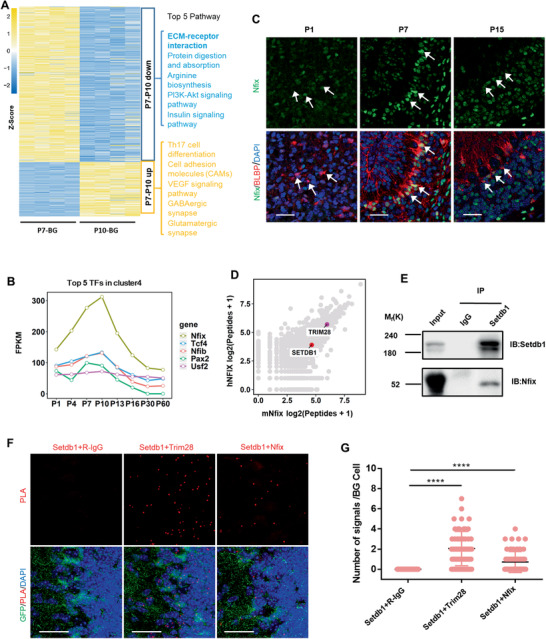
Identification of Nfix‐Setdb1 repressive complex for transcriptional repression in BG from P7 to P10. A) Heatmap suggests more genes were repressed rather than upregulated in BG during P7 to P10. The top 5 pathways (ranked by *p* values) were enriched. B) Time course for genes that most highly express in P7–P10 BG (related to cluster 4 of Figure S5A, Supporting Information), the top5 transcription factors ranked by FPKM are shown in this line chart. C) Co‐staining of Nfix and BLBP for the dynamic expression of Nfix protein in BG at different time points as indicated. D) Scatter plots shows proteins binding to hNFIX or mNfix by MS. E) Co‐immunoprecipitation of endogenous Nfix with Setdb1 from P8 sorted BG. F,G) PLA detects the endogenous binding of Setdb1 with Nfix in P9 cerebella of Nes^GFP^ mice (F). The binding of Setdb1 with Trim28 are used as positive control. The red dot signals represent protein binding, and the number of dots in BG cells (G) were counted, two‐tailed unpaired Student's *t*‐test, ****P < 0.0001, *n* = 60 BG cells per group. All the quantification data are presented as mean ± SEM. Scale bars, 30 µm.

TFs are the major determinants of transcriptional regulation, and TFs with highest expression level at P7‐10 were most likely the master regulators for transcriptional repression in this stage. We divided all genes into 12 clusters by temporal expression patterns and found genes in cluster 4 had the highest expression level at P7‐10 (Figure S5A, Supporting Information). Ranking the TFs by FPKM in this cluster from high to low, the top1 TF, Nfix was chosen for following study (Figure 4B). Although Nfix was reported to express in GC, the expression of Nfix in P7 BG is higher than that of Nfix in P7 GC.^[^ ^41^ ^]^ The protein level of Nfix confirmed by immunofluorescence in BG was shown same temporal pattern with that of RNA (Figure 4C).

The transcriptional repressor complex is composed with TFs and epigenetic regulators. To uncover the epigenetic modifiers in Nfix‐mediated complex, mass spectrometry (MS) were performed using mouse and human NFIX as a bait, respectively. Both of them unveiled an intensive binding with Setdb1 and its coordinator Trim28 (Figure 4D). Both Setdb1 and Trim28 were expressed in BG (Figure S5B,C, Supporting Information). The interaction between Nfix and Setdb1 was confirmed by immunoprecipitation (IP) (Figure 4E and Figure S5D,E, Supporting Information). In addition, the in situ binding of Setdb1 with Nfix in BG was identified by PLA (Figure 4F,G). Thus, Nfix‐Setdb1 could compose a transcriptional repressive complex to depress genes at P7‐10 in BG, which could be indispensable for GC migration and function of cerebellum.

### 2.7 Setdb1 Deficiency of Bergmann Glia Results in Abnormal Localization of Cerebellar Cells

To measure the importance of Nfix‐Setdb1 complex, Setdb1 was deleted in BG using mGFAP‐Cre, Setdb1^flox/flox^ (Setdb1^mGFAP^CKO) mice.^[^ ^42^, ^43^ ^]^ mGFAP‐Cre targets all nerve cells except for PCs in cerebellum (Figure S6A–F, Supporting Information), and thus Setdb1 can be successfully knocked out in BG (Figure S6B,F, Supporting Information). Setdb1^mGFAP^CKO mice born at Mendelian ratio with normal life span (data not shown). The mobility of mutant mice was comparable with that of control mice (**Figure** **5**A), but poor balance of Setdb1^mGFAP^CKO mice was observed revealing the disability of cerebellum (Figure 5B). Cerebellar anatomy of P15 Setdb1^mGFAP^CKO mice exhibited disordered cerebellum with obscure boundaries of IGL (Figure 5C). The number and morphology of BG were not significantly affected by Setdb1 deletion in P7 (Figure 5D,E and Figure S6G, Supporting Information). Not targeted by mGFAP‐Cre, the density of PCs was not affected (data not shown). In contrast, more mature GCs were retained in P15 ML (Figure 5F) and even 1‐month ML (Figure S6H, Supporting Information), suggesting the migration defect of GCs in Setdb1^mGFAP^CKO mice. Large number of granule neuron precursors (GNPs) start differentiation and migrate through ECL to IGL from P7 (Figure 5G,H). To exclude the dysfunction of GNPs by Setdb1 deletion, one‐day BrdU pulse‐chase assay was performed in Setdb1^mGFAP^CKO. The ratio of differentiated GNPs (BrdU^+^/p27^+^ cells) was not altered in Setdb1^mGFAP^CKO (Figure S6I–K, Supporting Information). In addition, Setdb1^Atoh1^CKO mice with deleted Setdb1 in GNPs and GCs (Figure S7A–E, Supporting Information) have normal GCs localization (Figure 5I) with intact BG (Figure S7F–H, Supporting Information).^[^ ^44^ ^]^ Those data indicate that the migration defect of GCs in Setdb1^mGFAP^CKO mice was not related with GCs themselves. Normal GCs localization (Figure 5J) with intact BG (Figure S7O–Q, Supporting Information) were also observed in Setdb1^Olig1^CKO mice which could exclude the influence from OLs, PCs, and astrocytes (Figure S7I–N, Supporting Information).^[^ ^45^ ^]^ To confirm the GCs migration defect in Setdb1^mGFAP^CKO mice, 3‐day BrdU pulse‐chase assay was performed. Nearly 80% of GNPs at P7 were migrated out of EGL and located in IGL at P10 in control mice. In contrast, less than 30% of GNPs at P7 reached IGL at P10 in Setdb1^mGFAP^CKO mice indicating that the migration of GCs was blunted when Setdb1‐composed repressive complex was absent in BG (Figure 5H,K,L).

**Figure 5:**
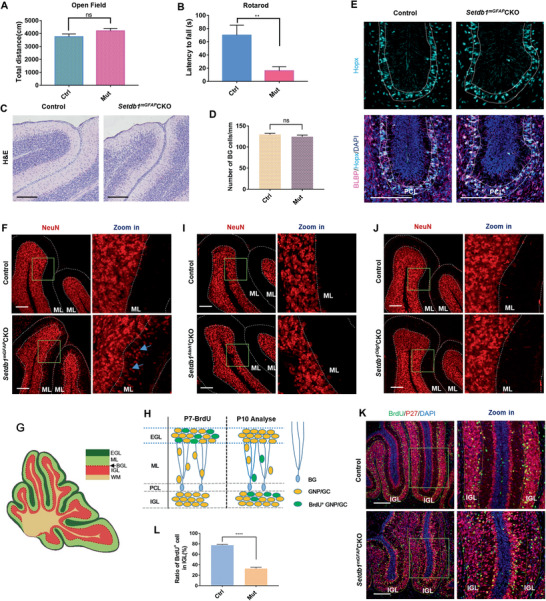
Setdb1 deficiency of Bergmann glia restrains GCs migration. A,B) Behavior tests were performed on control (Ctrl) and Setdb1^mGFAP^CKO (Mut) mice at P30 to detect its motor ability (A) with Open Field test, and balance ability (B) with Rotarod test, *n* = 15 for control and *n* = 14 for mutant mice. ns, no significance, **P = 0.0034. C) Hematoxylin and eosin (H&E) staining shows the morphology of the control and Setdb1^mGFAP^CKO cerebella at P15. D,E) Immunostaining for Hopx and BLBP (BG markers) in the control and Setdb1^mGFAP^CKO cerebella at P7 (the cell bodies of BG were localized in the PCL between the white line) (E), and the density for cell bodies of BG in PCL was quantified (D). ns, no significance, *n* = 16 sections from 4 mice for each group. F) NeuN staining shows the mature GCs in the control and Setdb1^mGFAP^CKO cerebella at P15. Arrows point to the ectopic cell mass in the ML in mutant mice. G) Diagram of different layers in Cerebellum. H) Diagram of BrdU pulse‐chase assay. Injection of BrdU at P7 to label proliferating GNPs within EGL. 3 days later, differentiated GNPs (BrdU^+^ GCs) are migrating to IGL through ML. I,J), NeuN staining shows the mature GCs in the I) Setdb1^Atoh1^CKO or J) Setdb1^Olig1^CKO cerebella and their controls at P15. K,L) P27/BrdU staining of cerebellar sections from P10 control and Setdb1^mGFAP^CKO mice that injected with BrdU at P7 (K). The ratio of BrdU^+^ cells in IGL (L) was shown, *n* = 11 for control and *n* = 7 for mutant mice, ****P < 0.0001. All the quantification data are presented as mean ± SEM, two‐tailed unpaired Student's *t*‐test. Scale bars, 150 µm.

### 2.8 Nfix‐Setdb1 Transcriptional Inhibitory Complex in BG Direct Affects Cerebellar GC Migration and Localization

Then the genes changed upon Setdb1 deletion in BG were assessed by RNA‐seq, which revealed 276 genes downregulated and 650 genes upregulated (fold change ≥ 2) in P10 (**Figure** **6**A). Considering the repressive complex was missed in mutant BG, we paid more attention to the genes that should be decreased during P7‐10. 43% of genes (class 1.1+1.2) that should downregulate at this stage were upregulated in mutant BG (Figure 6B). 

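H3K9me3 ChIP-seq was run on Bergmann glia (BG), the radial astroglia of the cerebellar cortex, at postnatal day 10. There were 2 libraries from WT BG, 2 from Setdb1 mutant BG and 2 control libraries. H3K9me3 is trimethylated lysine 9 of histone H3, a mark of silent chromatin, and Setdb1 is a methyltransferase that places it. The labels of the control libraries name both input DNA and IgG, and the genotype of these libraries is not given in the sources used here. Chromatin was sheared to fragments of 200 to 350 bp, precipitated with 1.5 µg of antibody (in the methods, while Table S1 gives 2 µg of another antibody) and sequenced from both ends with reads of 150 bp. The authors aligned the reads to mm10 with Bowtie2, gave a read that matches several places the 1 location with the best score, and kept at most 1 tag per position. Peaks were called by the authors with HOMER at a false discovery rate of 0.001, with at least 4 times more tags than the local background of 10 kb. The data used here are the authors' list of peaks present in WT BG and absent in mutant BG, called WT-specific peaks below, with a position, a score, the nearest gene and the repeat at the centre of each. The libraries are already merged in this list. A label in its heading can be read as naming mutant BG, input or both as the background of the peak call, so a WT-specific peak could be one enriched over mutant BG and not one that a separate call in mutant BG lacks. The list holds no value per library and none for mutant BG, so the values have no replicate error, the depth of the libraries is unknown, and no difference between WT and mutant BG was tested. The score is the authors' and was used only to rank or filter peaks within the list. Of the 29880 peaks with a score under 10, 100% had a score within 0.006 of a whole multiple of 0.3209. The lowest score, 4.49, is 14 of these steps and the median, 7.06, is 22 steps. What 1 step stands for is not given in the sources used here. From the list, peaks were compared with random positions on the same chromosomes, and gene lists fixed before the data were examined were compared with random lists of genes of like length. Intervals on shares are 95% Wilson intervals and cover counting error only. In the paper's own RNA-seq values, of which the first 1040 of the 19993 rows of Table S1 were at hand, Setdb1 stood at 19.53 and 22.36 FPKM in the 2 control libraries and at 12.94 and 12.82 FPKM in the 2 mutant libraries at this age.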

To define the genes that directly regulated by the repressive complex, ChIP‐seq was performed. 

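In P10 WT BG, the authors listed 34673 H3K9me3 peaks as WT-specific, and 54.0% of them (53.5 to 54.6%) were centred on a repeat. LTR retrotransposons, which descend from endogenous retroviruses, held 9213 peaks (26.6%, 26.1 to 27.0%). L1 elements, a family of LINE retrotransposons, held 5650 peaks (16.3%, 15.9 to 16.7%). Among the LTR families, ERVK, which includes the IAP elements, had 4507 peaks (13.0%), ERVL-MaLR had 3106 (8.96%) and ERV1 had 1035 (2.99%). SINE elements had 2790 peaks (8.05%). When the peaks were divided by score into 5 groups of equal size, ERVK made up 9.04% (8.39 to 9.74%) of the group with the lowest scores and 22.1% (21.1 to 23.1%) of the group with the highest. The share of L1 went the other way, from 19.0% (18.1 to 19.9%) in the lowest group to 14.0% (13.2 to 14.8%) in the highest. Of single repeats, L1Md_F2 had 790 peaks, L1Md_T had 732 and IAPEz-int, the internal part of IAP elements, had 696 with a median score of 9.31. RLTR10-int, another ERVK element, had 114 peaks with a median score of 13.2.

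**Figure D1:**
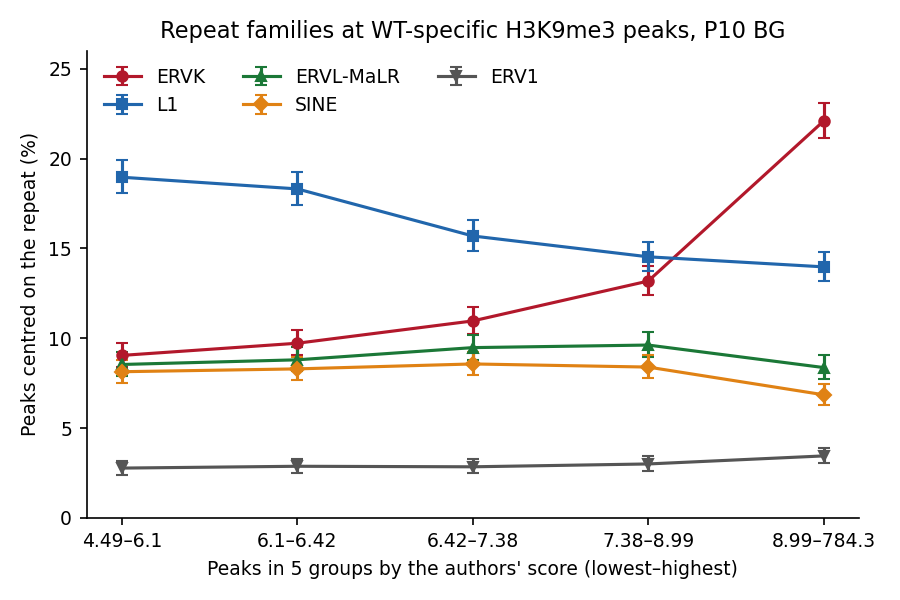
Share of WT-specific H3K9me3 peaks centred on each repeat family (%, y axis) in 5 groups of equal size by the authors' score (x axis, lowest and highest score of each group), with 95% Wilson intervals as bars. ERVK goes from 9.04% to 22.1% and L1 from 19.0% to 14.0%.

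Most peaks, 26745 (77.1%), had the same width of 500 bp, and the widest spanned 14246 bp. There were 34600 peaks on chromosomes 1 to 19, X and Y. The density on the autosomes was 10.4 to 18.5 peaks per Mb (median 13.7), on X it was 7.43 and on Y 6.42. Of the peaks on these chromosomes, 34.7% had another peak within 10 kb, against 25.0% ± 0.333 (SD) when the peaks were placed at random 100 times (1.39 times, two-sided permutation p = 0.0198, the smallest that 100 placements give). As a read that matches several copies of a repeat was given 1 location, which copy holds a peak is uncertain. The share of the genome in each family was not analysed here.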

Setdb1‐mediated H3K9me3 binding sites were defined as the H3K9me3 peaks present in WT BG but absent in mutant BG (Figure S8A, Supporting Information). 

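Many genes were the nearest gene to a WT-specific peak, slightly more than with peaks placed at random. Of 21027 protein-coding genes, 10698 (50.9%, 50.2 to 51.6%) had at least 1 peak for which theirs was the nearest TSS, and long genes had one more often than short genes. With the peaks placed at random 1000 times the share was 48.4% ± 0.264 (SD). A nearest peak can be far from the gene, and 31.5% of the genes had one when only peaks inside a gene were counted and 22.0% when only peaks within 10 kb of the TSS were. In 10 groups of equal size by gene length, the share was 32.1% (30.1 to 34.1%) in the shortest group, with a median length of 0.948 kb, and 80.3% (78.6 to 82.0%) in the longest group, with a median length of 190.2 kb. Of the genes that the study names, Tcf4, which encodes a basic helix-loop-helix transcription factor, had 6 peaks, Pax2 had 2 and Nfix, Hopx, Rlbp1 and Usf2 had 1 each. Setdb1, Trim28, Nes, Gfap, Fabp7, Sox2, Sox9, Acsbg1 and Nfib had none.

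**Figure D2:**
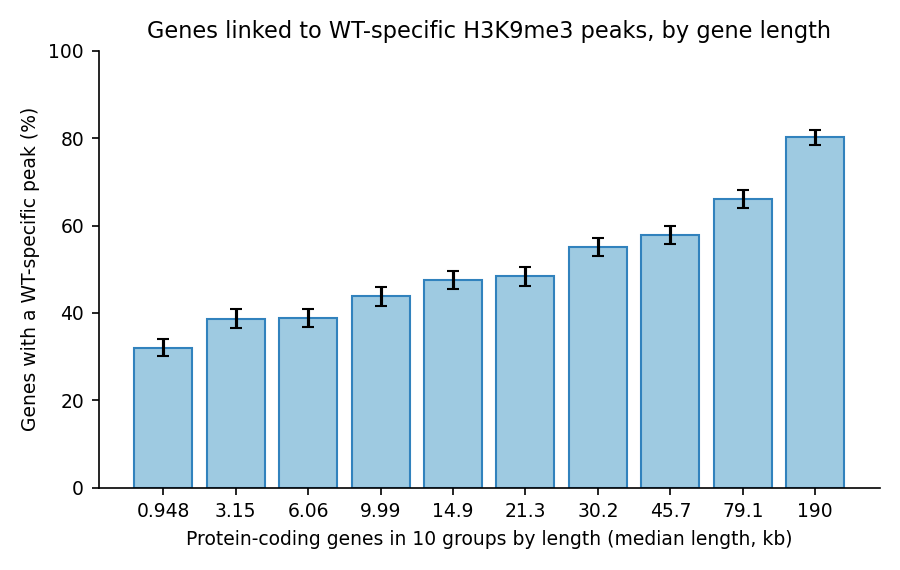
Protein-coding genes with at least 1 WT-specific H3K9me3 peak (%, y axis) in 10 groups of equal size by gene length (x axis, median length in kb), with 95% Wilson intervals as error bars. The share is 32.1% in the shortest group and 80.3% in the longest.

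Of 32 genes of BG and other astroglia, 21 had a peak, against 17.0 ± 2.70 (SD) in 10000 random lists of genes matched on length (two-sided adjusted permutation p = 0.386, Benjamini-Hochberg over 18 lists). Cdh20, a cadherin gene, had 11 peaks, and Gria1 and Gria4, which encode AMPA receptor subunits, had 8 and 5. The closest lay 32.59, 93.15 and 15.78 kb from the TSS of these genes. In the granule neuron lineage it was 16 of 24 genes, against 13.1 ± 2.32 in random lists (adjusted permutation p = 0.455). Assigned to Atoh1, the transcription factor gene of granule neuron precursors, were 6 peaks, to Etv1 8 and to Zic1 5. All of these were distant, the closest 58.2 kb from the TSS of Atoh1, 209.7 kb from Etv1 and 87.5 kb from Zic1. Of the Purkinje cell genes, 12 of 15 had a peak, against 9.85 ± 1.71 (adjusted permutation p = 0.466). Skor2, Pcp4 and Rora had 6 each, the closest 52.8, 6.9 and 35.6 kb from the TSS. In the oligodendrocyte lineage it was 10 of 17, against 8.83 ± 2.00 (adjusted permutation p = 0.753), with 8 at Mbp and 7 at Olig2. Among microglial and vascular genes it was 12 of 20, against 10.2 ± 2.17 (adjusted permutation p = 0.66), with 11 at Flt1, the gene of a VEGF receptor. None of these 5 cell type lists passed an adjusted p of 0.05 with matching on length, and of the alternatives only that with no matching on length took 1 of them past it, the Purkinje cell genes (1.62 times, adjusted p = 0.0437, Fisher's exact test).
The lists that passed were 3 families of clustered genes, each at an adjusted p of 0.0012. The random lists were drawn from the whole genome and do not keep neighbouring genes together. Their SD and p can therefore be too small for these families, whose members lie side by side. Vomeronasal receptor genes, which encode pheromone receptors, had a peak at 228 of 353 members, against 140.9 ± 8.72 in random lists (1.62 times), with 8 peaks at Vmn1r137 and 7 each at Vmn2r37 and Vmn2r97. Olfactory receptor genes had one at 286 of 1112 members, against 384.9 ± 13.1 (0.743 times). Clustered protocadherin genes, which encode neuronal adhesion molecules, had one at 19 of 58 members, against 35.3 ± 3.41 (0.539 times), with 3 peaks at Pcdhga7. The protocadherin result turned to 2.34 times the random mean when the peaks were placed at random 1000 times in place of matching the genes on length. The vomeronasal result was no longer past the threshold with peaks inside a gene (0.926 times, adjusted permutation p = 0.732) or outside repeats (1.01 times). Nor was the olfactory result with peaks within 10 kb of the TSS (0.928 times).

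**Figure D3:**
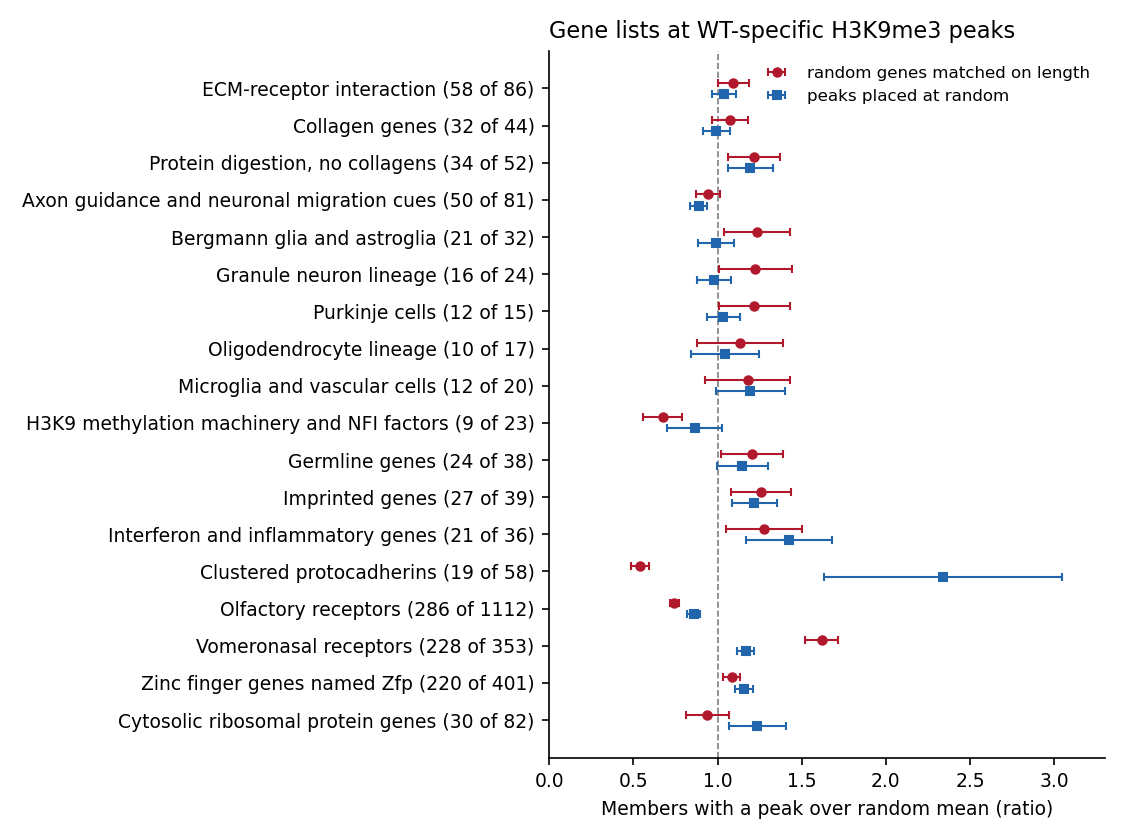
Members of each gene list with a WT-specific peak over the mean of random genes matched on length (circles) or over the mean of 1000 random placements of the peaks (squares), as ratios on the x axis, with bars of 1 SD of the random values and the members with a peak beside each name. The protocadherins lie at 0.539 and 2.34, and the vomeronasal receptors at 1.62 and 1.17.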

62.8% (class 1.1) of abnormal increased genes (class 1.1+1.2) in mutant BG were directly regulated by the H3K9me3 modification mediated by Setdb1 (Figure 6B). The top5 pathways enriched from the genes in class 1.1 (Figure 6C) were very similar with that of the genes which should have been down regulated during P7‐10 (Figure 4A). Notably, the top1 reduced pathway “ECM‐receptor interaction” in this stage (Figure 4A) was ranked No. 2 pathway in genes class 1.1 (Figure 6C). 

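Genes of ECM-receptor interaction were not detectably more often the nearest gene to a WT-specific peak than other genes of their length. The list was taken whole, with no filter on expression, and does not hold Col18a1, which is counted with the collagens. The paper's pathway result is for class 1.1 genes, which were not tested here, so the comparison does not bear on it. Of 86 such genes, a list of matrix proteins and their receptors after the KEGG pathway, 58 had a peak, against 53.0 ± 4.35 (SD) in 10000 random lists matched on gene length (1.10 times, two-sided adjusted permutation p = 0.455, Benjamini-Hochberg over 18 lists). The members with most peaks had 6 each. They were Lama3, the gene of the laminin alpha 3 chain, with all 6 in introns, Itga11, the gene of a collagen-binding integrin subunit, with 5 of 6 in intergenic sequence, Col4a2, the gene of a basement membrane collagen chain, and Frem1, the gene of a basement membrane protein. Of 44 collagen genes, 17 of which are also in the ECM-receptor list, 32 had a peak, against 29.8 ± 3.02 (1.07 times, adjusted permutation p = 0.666), led by Col26a1 with 8 peaks. Lama1, the gene of the laminin alpha 1 chain, had 3 peaks, and its values in the paper's Table S1 are 2.7, 2.24, 2.17 and 2.26 FPKM in the 4 P7 WT libraries, 1.16 and 1.12 in the 2 P10 WT libraries, 1.22 and 1.35 in the 2 P10 control libraries and 2.01 and 1.7 in the 2 P10 mutant libraries. No test was run on these values, which are the paper's. Of 52 other genes of protein digestion and absorption, 34 had a peak, against 28.0 ± 3.53 (1.22 times, adjusted permutation p = 0.288). Slc8a1, a sodium and calcium exchanger gene, had 8 peaks, the closest 93.1 kb from its TSS. Slc15a1, a peptide transporter gene, had 7, the closest at 7.85 kb. Of 81 genes of axon guidance and neuronal migration cues, 50 had a peak, against 52.9 ± 4.02 (0.946 times, adjusted permutation p = 0.66). The ephrin genes Efna5 and Efnb2 had 15 and 14 peaks, the closest 138.1 and 117 kb from the TSS. Epha6, the gene of an ephrin receptor, had 13, and Robo1, the gene of a Slit receptor, had 11, the closest at 14.8 and 11.8 kb. Against all genes with no matching on length, the ratio was 1.37 for ECM-receptor interaction (adjusted p = 0.00453, Fisher's exact test), 1.48 for collagens (0.00992), 1.33 for protein digestion and 1.25 for axon guidance (0.0437 for each of the last 2). Under the other alternatives the adjusted permutation p for ECM-receptor interaction was 0.315 to 1, while the number of its genes with a peak fell from 58 to 47 with peaks over the gene body or 5 kb to either side, 45 with peaks inside a gene, 42 outside repeats, 38 at or above the median score and 17 within 10 kb of the TSS.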

Importantly, Nfix motif was significantly enriched (Figure 6D) among them (class 1.1 genes), indicating the Nfix‐Setdb1 complex dominates the genes repression in BG for GCs migration. 

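Collagen XVIII, a component of basement membranes, is encoded by Col18a1, which had 6 WT-specific H3K9me3 peaks, 2 in introns and 4 upstream of the gene. The gene (gene ID 12822) lies on the minus strand of chromosome 10 of mm10, from 77052178 to 77166530. The intronic peaks spanned 77090861 to 77091361, with a score of 5.78, in intron 2 of 40, and 77104557 to 77105193, with a score of 7.38, in intron 2 of 41 and centred on an MLTR14 element of the ERV1 family. The upstream peak with the highest score, 11.9, spanned 77177829 to 77178619, 11.7 kb from the nearest TSS, over an RLTR20B1 element of the ERVK family. Farther upstream, outside repeats, lay peaks from 77192669 to 77193169 (score 7.38), from 77194025 to 77194525 (score 7.7) and from 77199197 to 77199697 (score 8.99), the last of them 32.9 kb from the TSS. In the gene and the 50 kb upstream of it, 2 more peaks were nearer to the TSS of another gene. A peak from 77065134 to 77065777, in intron 28 of 40 of Col18a1 with a score of 8.02, was assigned to Slc19a1, and a peak from 77213532 to 77214032, over an ERVL-MaLR element with a score of 6.1, to Gm10941.

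**Figure D4:**
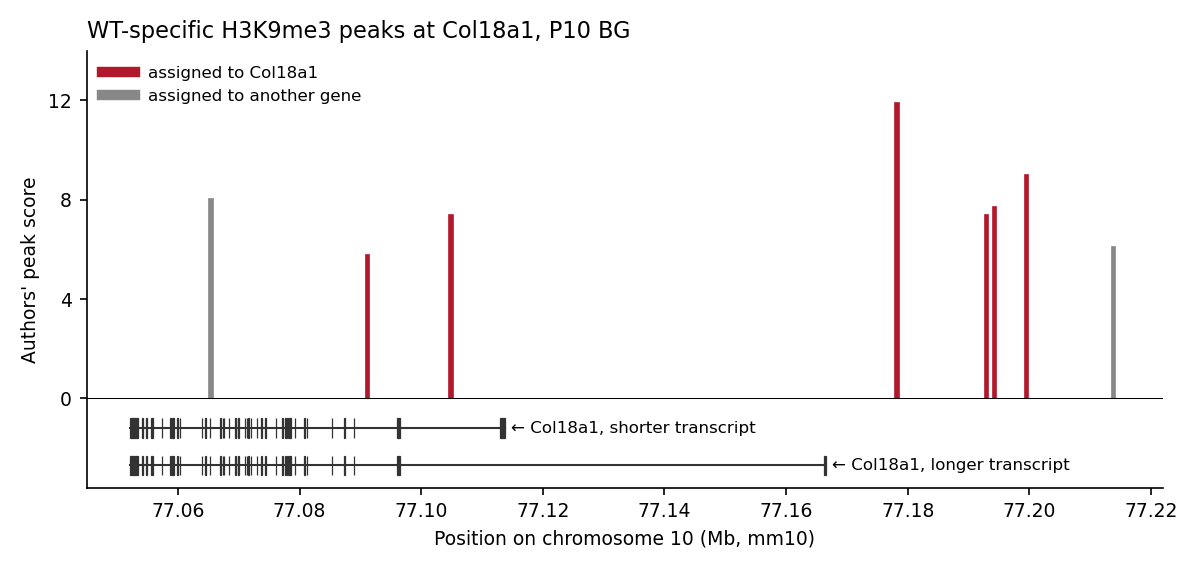
WT-specific H3K9me3 peaks at Col18a1, with the position on chromosome 10 in Mb of mm10 on the x axis and the authors' score on the y axis, above the exons (boxes) of 2 Col18a1 transcripts, which run from right to left. The 6 peaks assigned to Col18a1 are in red, with scores of 5.78 to 11.9, and the 2 assigned to other genes are in grey.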

Regarding the role of “ECM‐receptor interaction” pathway in BG for GCs migration (Figure 3G,A,C and Figures S3F and S4J, Supporting Information), Col18a1, an ECM gene with several Nfix binding sites (Figure 6F) were picked up for validation. Col18a1 was also reported to regulate neuron migration.^[^ ^46^ ^]^ The expression of Col18a1 was repressed in WT BG during P7‐10 but increased in mutant BG (Figure 6E,F), due to lower H3K9me3 deposition (Figure 6F) the upregulation of Col18a1 in protein level was also observed (Figure 6G). 

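Most of the H3K9me3 peaks at Col18a1 stood at or above the middle of the WT-specific list. Of the 6 peaks assigned to the gene, 5 had a score at or above the median, and 8.70% of all peaks had a score as high as that of its strongest peak. Its weakest peak lay low in the list, with 94.7% of the peaks at or above it. Col18a1 was 1 of 995 protein-coding genes (4.73%) with 6 or more peaks, among them Col26a1 and Col4a2 of the other collagen genes. When the peaks were placed at random 1000 times on their chromosomes, the stretch of 139.4 kb that is nearest to a Col18a1 TSS received 1.91 ± 1.40 peaks (SD) and at most 8. The placements do not keep the clustering of the peaks, so their spread is too small to test the 6 peaks against, and no p is given. H3K9me3 in mutant BG and the RNA level of Col18a1 were not analysed here. The paper takes H3K9me3 peaks present in WT BG and absent in mutant BG as the sites where Setdb1 places the mark, and attributes the higher expression of Col18a1 in mutant BG to the lower H3K9me3 deposition at such peaks.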

To evaluate the effect of Col18a1 on GCs migration, ex vivo GCs migration assay was performed using cerebellar slice culture (CSC) system (Figure 6H, see the Experimental Section). To exclude the effect of Col18a1 on GCs proliferation, the cerebellar slice were obtained from pups with long (39 h) BrdU chase to make sure majority of BrdU^+^ GCs exited cell cycle in EGL (Figure S8B,C, Supporting Information). The ratio of migrated BrdU^+^ GCs at this time point was recorded as “Initial migration BrdU^+^ cells” (Figure 6I, left panel). Then the GCs migration in slice under endostatin (ES) peptides (20 kDa C‐terminal cleavage product of Col18a1) treatment were measured. These results (Figure 6I,J) provide the direct evidence of Col18a1 negatively regulating GCs migration. Together, Nfix‐guided and Setdb1‐catalyzed H3K9me3 modification declines the genes should have been repressed during P7‐10 for GCs migration.

**Figure 6:**
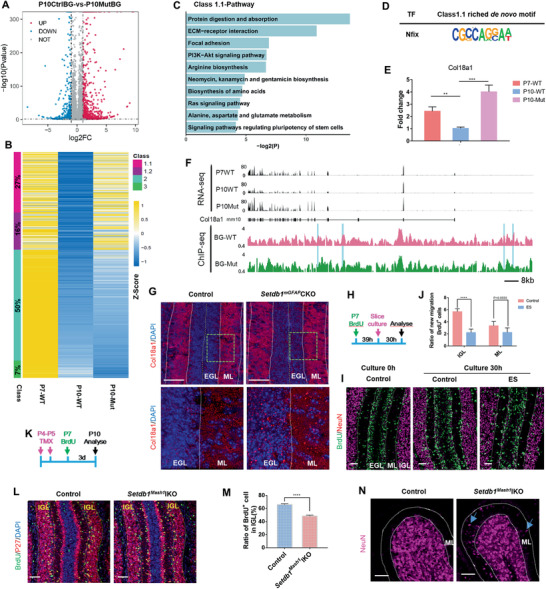
Nfix‐Setdb1 transcriptional inhibitory complex targets genes that downregulated for GC migration during P7–P10. A) Volcano plot shows DEGs of control (Ctrl) BG versus P10 mutant (Mut) BG. The control BG were sorted from Nes^GFP^ mice and the mutant BG were sorted from Setdb1^mGFAP^CKO‐Nes^GFP^ mice. B) The left two columns represent genes that are downregulated in BG during P7–P10. After Setdb1 deletion (the right column), the inhibition of those genes could be reversed (class 1.1 and 1.2), sustained (class 2) or enhanced (class 3). C) Representative top pathway terms enriched in transcripts from class 1.1 which were abnormal regulated genes by loss of Setdb1‐mediated H3K9me3‐binding sites in Setdb1^mGFAP^CKO BG. D) The de novo Nfix binding motif identified by HOMER derived from class 1.1 genes. E) The up‐regulation of Col18a1 in P10 Setdb1^mGFAP^CKO BG were confirmed by quantitative real‐time PCR, *n* = 6 independent experiments. F) Genome browser view of genetic and epigenetic landscapes surrounding the Col18a1 gene locus. Upper panel is an RNA‐seq peak visualization of gene expression from P7 WT, P10 WT, and P10 Mut. Lower panel shows H3K9me3 ChIP‐seq in P10 WT BG and P10 Mut BG. The specific H3K9me3 peaks with de novo Nfix motif in P10 WT BG were highlight in blue. G) Col18a1 staining shows the extracellular signals of Col18a1 in the control and Setdb1^mGFAP^CKO cerebella at P10. H–J) Using the ex vivo mouse CSC system to test for the effect on GCs migration with or without adding ES peptides which are 20 kDa C‐terminal cleavage product of Col18a1. The experiments were performed as (H). Cerebellar slices were stained for NeuN/BrdU (I). Initial migration ratio of GC (BrdU^+^ cells in IGL or ML / Total BrdU^+^ cells) was quantified from left panel of Figure 6I. The final migration ratio of GC (BrdU^+^ cells in IGL or ML / Total BrdU^+^ cells) was quantified from Figure 6I, middle and right panel, respectively. New migration ratio of GC = Final migration ratio − Initial migration ratio (J), *n* = 20 sections from 4 independent CSC for each group. K) Workflow of TMX administration in Setdb1^Mash1^IKO mice and BrdU pulse‐chase assay. L,M) Cerebellar sections from P10 control and Setdb1^Mash1^IKO mice were stained for P27/BrdU (L). The ratio of BrdU^+^ cells in the IGL was quantified, *n* = 24 sections from 3 mice for each group. 72 h after BrdU‐pulse (M). N) NeuN staining for control and Setdb1^Mash1^IKO cerebella at P15, arrows point to the ectopic cell mass in the ML. All the quantification data are presented as mean ± SEM, two‐tailed unpaired Student's *t*‐test, **P < 0.01, ***P < 0.001, ****P < 0.0001. Scale bars, 50 µm

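The WT-specific peaks at Col18a1 were searched for CGCCAGSAW (S is C or G and W is A or T), the consensus of the motif in Figure 6D as read by eye. None of the 8 peaks in the gene and the 50 kb upstream of it held an exact match on either strand. A site with 1 mismatch was found in 3 of the 8, which were CGCCACCAT from 77178079 to 77178087, AGCCAGGAT from 77194358 to 77194366 and CCCCAGGAT from 77213849 to 77213857 of chromosome 10 of mm10. Sites this loose are common, since 33.5% of 34518 WT-specific peaks and 24.2% of windows of the same width 5 kb away had one. TTGGCA, the textbook site of a single nuclear factor I (NFI) subunit, was also in 3 of the 8 peaks, the one in intron 28 and those that start at 77104557 and 77192669. It is common too, in 29.1% of all WT-specific peaks and 25.2% of the windows. The search with 1 mismatch was chosen after the exact matches had been counted. The threshold on the motif score behind Figure 6F is not given in the sources used here.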

To validate the necessarily of Nfix‐Setdb1 complex for GCs migration at P7‐10 window, we constructed Mash1 Cre‐ERT2, Setdb1^flox/flox^ (Setdb1^Mash1^IKO) mice. Setdb1 was deleted in BG (95.2%) at P7 by TMX administration at P4 and P5 (Figure S8D–K, Supporting Information). Although 98.4% of GNPs and 17.6% GCs were targeted by Cre activity (Figure S8H,J, Supporting Information), they had no major effects on GCs migration, which had been proved above (Figure 5I). This acute deletion of Setdb1 did not change the number and morphology of P7 BG (Figure S8L–N, Supporting Information). GNPs were recorded by BrdU at P7 which was the time point when Setdb1 was gone in BG. The number of BrdU^+^ GNPs in EGL and BrdU^+^/p27^+^ differentiating GCs were all identical indicating that neither proliferation nor differentiation of GNPs are affected in Setdb1^Mash1^IKO BG (Figure S8D,O–Q, Supporting Information). In contrast, the migration of GCs was blocked in some extent as less differentiated GCs in Setdb1^Mash1^IKO mice reached IGL at P10 (Figure 6K–M). In addition, the retention of mature GCs at ML was observed in P15 Setdb1^Mash1^IKO cerebellum (Figure 6N), indicating the transcriptional repressor composed by Nfix and Setdb1 in BG was required for GCs migration at P7‐10 stage.

## 3 Discussion

The research of neurons, glia, and stem/ progenitor cells in brain becomes more precise, comprehensive and systematic with the wider use of omics in recent year.^[^ ^47^ ^]^ Previous study took 6 individual BG from P6 and P30, respectively, for microarray and revealed 560 DEGs.^[^ ^26^ ^]^ Jian Peng et al. analyzed transcriptome profiles of 21 119 single cells of the postnatal mouse cerebellum but did not identify a separated BG population from astrocytes.^[^ ^48^ ^]^ scRNA‐Seq of 39 245 single cells mixed from E10‐ P10 mouse cerebella sequence yielded 5 glia populations, 2 of which were identified as BG.^[^ ^36^ ^]^ However, the molecular trajectory analysis for pseudo‐time of BG development and differentiation was not provided. In this manuscript, two mouse models were established/identified to significantly enrichment of BG in developmental and mature stage, respectively (Figure 1 and Figure S1, Supporting Information). In this study, whole genome transcriptomes obtained in terms of BG at multiple critical time points sorting from these two models were performed, shedding light on the molecular pictures of BG with temporal variation from birth to adult.

Although maintaining their morphology and localization since P7, BG have different functions in cerebellum postnatally which was truly represented by our RNA‐seq.^[^ ^13^, ^18^ ^]^ We identified the BG symbol genes for juvenile and/or adult (Figure 2A). We found the general functions of DEGs for each adjacent stage in juvenile are closely relevant with the migration of GCs (Figure 3 and Figure S4, Supporting Information). At P7‐10 when the peak of GCs migration starts, Nfix‐Setdb1 mediated transcriptional repression should be absolutely necessary suggested by bioinformatic analysis and validated in vivo using mouse model (Figures 4, 5, 6). Mice with disrupted repressive complex by genetic ablation of Setdb1 has balance disorder, cerebellar deformity, and GCs migration defect (Figure 5). Consistently, the addition of ES peptides for the cerebella slice culture also affects the GCs migration (Figure 6). Thus, the conclusion from bioinformatic analysis downregulation of genes for ECM‐receptor interaction in BG is required for the GCs migration has been well supported by the vivo and ex vivo data.

Previous studies showed that H3K9me3 modification is essential for embryonic development, and the construction of the central nerve system.^[^ ^43^, ^49^ ^]^ Loss of Setdb1 in embryonic neural stem cells by Nestin‐Cre led to apoptosis in embryonic cortex and mice mortality after birth.^[^ ^50^ ^]^ Our recent work shown Setdb1 safeguards the genome stability in intestinal stem cells. Setdb1 deficiency causes the activation of endogenous retrovirus elements which triggers ZBP1‐mediated necroptosis for bowel inflammation.^[^ ^28^ ^]^ Setdb1^mGFAP^CKO mice are able to keep alive with normal motor ability (Figure 5A and data not shown). Neither cell death nor inflammation was detected in Setdb1 deleted BG (Figure S9A–C, Supporting Information). Given mGFAP‐Cre target BG, GNPs, and OLs, Setdb1^Atoh1^CKO and Setdb1^olig1^CKO mice were examined and found no GCs migration defect at all (Figure S7, Supporting Information), clearly demonstrating Setdb1 null BG affected GCs migration with a non‐autonomous manner in Setdb1^mGFAP^CKO mice.

Setdb1 mutations have been found in a few autistic patients, which suggests Setdb1 might be related to the pathogenesis of ASD.^[^ ^51^ ^]^ In addition, some studies also reported the role of Setdb1 in mood regulation and the pathogenesis of schizophrenia.^[^ ^52^, ^53^ ^]^ In the Open Field test, we noticed that Setdb1^mGFAP^CKO mice always walked around the edge of the box repeatedly (data not shown). Such anxiety or stereotypical behavior in Setdb1^mGFAP^CKO mice implies that the role of Setdb1 in other nerve cells needs to be further studied.

## 4 Experimental Section

##### Mice

All mice used regardless of gender were housed in a vivarium with 12 h light/dark cycle and free access to water and food at the core animal facility of Xiamen University. All experimental procedures were approved by the Institutional Animal Care and Use Committee at Xiamen University. To generate Mash1^iTom^ mice, Mash1 Cre‐ERT2 mice and R26‐LSL‐tdTomato mice were crossed.^[^ ^34^, ^35^ ^]^ Similar way to get Olig1^Tom^ mice, which were using Olig1‐Cre mice crossed with R26‐LSL‐tdTomato mice.^[^ ^45^ ^]^ As for mGFAP‐Cre, R26R‐LacZ mice, the R26R‐LacZ mice, and mGFAP‐Cre mice were mated. Setdb1^flox/flox^ mouse strains were obtained from Dr. Yan Jiang.^[^ ^42^, ^43^, ^54^ ^]^ Setdb1 CKO (conditional knock out) and one Setdb1^Mash1^IKO (induced knock out) mouse lines were generated via crossing Setdb1^flox/flox^ with mGFAP‐Cre, Atoh1‐Cre, Olig1‐Cre, or Mash1 Cre‐ERT2 mice, respectively.^[^ ^44^ ^]^ To generate Setdb1^flox/flox^‐Nes^GFP^ mice, Setdb1^flox/flox^ mice were mated with Nes^GFP^mice, they further being crossed with mGFAP‐Cre to produce Setdb1^mGFAP^CKO‐Nes^GFP^ mice.^[^ ^33^ ^]^

##### Isolation of Bergmann Glia From Cerebella

Brains from Nes^GFP^ or Mash1^iTom^ mice were rapidly put into ice cold phosphate‐buffered saline (PBS) and dissected under a dissecting microscope. Cerebella were then fully cut into smaller pieces and incubated in papain solution (Ca^2+^‐ and Mg^2+^‐free HBSS, Hank's Balanced Salt Solution, within 10 mm HEPES (pH 7.4), papain (1000 U mL^−1^), and 1 × DNase I (250 U mL^−1^)) for 30 min at 37 °C, shaking every 5 min in this period. The papain solution was then replaced with equal volume of Ca^2+^‐ and Mg^2+^‐free HBSS within DNaseI (250 U mL^−1^) and Ovomucoid (Sangon Biotech, A003085, 1:50) to terminate the reaction in a 37 °C incubator for 2 min. Being shortly centrifuged (1000 rpm, 1 min), precipitate was resuspended using 2 mL HBSS and gently pipetted with fire‐polished glass pipettes for six to eight times, until all tissues were dissociated into single cells. After several round of short centrifugation (400 rpm for 1 min) and pipetting (using decreasing bore diameter of fire‐polished glass pipettes each round). The suspension was filtered via 70 µm cell strainers, subsequently centrifuged (1600 rpm, 8 min) to collect single cell pellets and resuspended in cold PBS for further studies.

##### Fluorescence‐Activated Cell Sorting

Single cell pellets were passed through cell strainer (35 µm). GFP or Tom‐positive cells were sorted by FACS (MoFloAstrios EQS, Beckman Coulter). FACS gating strategy for sorts was shown in Figure S1H,I, Supporting Information. SSC‐H and FSC‐H discrimination was used for excluding cell debris, while doublet cells were excluding by FSC‐W and FSC‐H/A discrimination.

##### Tissue and Immunofluorescence

Mice at defined ages were sacrificed through transcardially perfused with ice‐cold PBS following by cold 4% paraformaldehyde (PFA), and brains being fixed at 4 °C overnight in 2% PFA. All samples were sagittally dissected along the midline. For cryo‐sections, brains were embedded in OCT (Leica, 14 020 108 926) and frozen at −80 °C until being serially sectioned at 12 µm using a cryostat (Leica, CM1950). As for paraffin sections, sections were cut at 5 µm thickness and it is necessary for the slides to go through deparaffization and rehydration before microwave heat‐induced antigen retrieval. Slides washed with PBS and blocked with PBS containing 0.4% Triton ×‐100 and 3% normal BSA for 0.5 h at room temperature (RT), and primary antibodies were applied at different dilution in 1% blocking solution overnight at 4 °C. After washing with PBS, sections were incubated with secondary antibodies conjugated to Cy2, Cy3, or Cy5 mixed with DAPI for 1 h at RT or 3 h at 4 °C. Slides were washed again with PBS, covered with mounting medium and coverslipped. Images were captured with a confocal laser microscope (LEICA, SP8).

##### Histological Analysis

Paraffin sections from histologically comparable positions of control and Setdb1^mGFAP^CKO cerebella at P15 were stained by H&E. After deparaffinage and rehydration, slides were soaked in Hematoxylin (5 min) and Eosin Y (≈30 s). Slides with appropriate staining intensity went through dehydration and mounted in neutral balsam for further image capture with OLYMPUS CX23 microscope (ISH500).

##### X‐Gal Staining

Frozen sections from P15 mGFAP‐Cre, R26‐stop‐LacZ mice were subjected to X‐gal staining for 1 h to overnight according to the signal intensity, and the images were captured by OLYMPUS CX23 microscope (ISH500).

##### Proximity Ligation Assay

Sagittal cryo‐sections used in the PLA study were fixed shortly for 1 h in 2% PFA. The procedures followed previous report with little modified.^[^ ^55^ ^]^ In brief, mixing the components well prior to usage in each step, slides were incubated with blocking solution for 1 h at 37 °C before being taken off. Anti‐Trim28, anti‐Nfix, and anti‐IgG antibodies mixing with anti‐GFP and anti‐Setdb1 were diluted by the Duolink antibody diluent solutions and added to each brain sample. Slides were then incubated in a humidity chamber overnight at 4 °C. After being washed 3 × 5 min in 1 × wash buffer A at RT, the PLUS and MINUS PLA probes diluted in Duolink antibody diluent were then added to the slides subsequently incubating in a pre‐heated humidity chamber for 1 h at 37 °C. In the following two steps, slides were washed again with wash buffer A before being incubated with the ligation solution for 30 min at 37 °C and amplification solution for 100 min at 37 °C. Washing three times in 1 × wash buffer B for 2 × 10 min at RT, slides were incubated with secondary antibodies and DAPI for 30 min at 37 °C. Finally, washing twice with 1 × wash buffer B for every 10 min following by 0.01 × wash buffer B one time, slides were coverslipped by Duolink PLA mounting medium. Slides can be stored in the dark at 4 °C for up to 4 days before imaging till being captured with a confocal laser microscope (LEICA, SP8).

##### TMX Administration

TMX was dissolved in sunflower seed oil at a concentration of 20 mg mL^−1^ and stored at −20 °C. For Mash1^iKO^ mice and the control were treated with TMX by subcutaneous injection once a day per mice at a dosage of 50 µg/g (gram, body weight) at P4 and 70 µg/g at P5. While for young adult Mash1^iTom^ mice were gavaged at a dosage of 200 µg/g for three consecutive days.

##### BrdU Assay

BrdU (Roche, 70 164 521) was dissolved in PBS at a concentration of 10 mg mL^−1^. For BrdU chasing GC migration assay, mice were pulsed with 100 µg/g (gram, body weight) of BrdU through intraperitoneal injection at 1 d or 3 d before sacrificed.

##### Ex vivo CSC

This experiment was carried out as previously described, but was changed slightly based on this.^[^ ^23^ ^]^ At first, the P7 mice was intraperitoneally injected with BrdU (100 µg/g), after 39 h, cerebella were dissected, and embedded in 4% low‐melting‐point agarose and 350‐µm sagittal cerebellar slices were prepared using a VT1000S Vibratome (Leica Microsystems). Slices were transferred to Millicell tissue culture inserts (Millipore) and incubated in the culture media (basal Eagle medium supplemented with 2 mm L‐glutamine, 0.5% glucose, 50 U mL^−1^ penicillin‐streptomycin, 1 × B27 (Thermo Fisher SCIENTIFIC), 1 × N2 (Invitrogen), 10 ng mL^−1^ BDNF, 10 ng mL^−1^ GDNF, 1 µm cAMP, 0.55 µm *β*‐ME, and 40 µg mL^−1^ mino) and then cultured for 30 h. To measure the migration distance of GCs, cerebellar slices were fixed with 4% PFA and followed by 15% sucrose and 23% sucrose for dehydration. And then the slices were embedded in OCT for frozen section using Leica, 14 020 108 926), cutting the 350 µm cerebellar slices into 12 µm cerebellar slices. Finally, immunofluorescence staining was performed and the BrdU positive cells in each cerebellar layer were counted.

##### Plasmid Preparation

Mouse Nfix (gene ID: 18 032), human NFIX (gene ID: 4784), and mouse Setdb1 (gene ID: 9869) cDNAs were cloned into insect cell expression vectors, pcDNA3.3‐Flag, and pcDNA3.3‐HA, which in frame with a Flag or HA tag at the N‐terminus.

##### Immunoprecipitation

Human embryonic kidney (HEK293T) cells were cultured in DMEM (Life Technologies, 12800‐082) containing 10% fetal bovine serum (Gibco, 10270‐106), and then plasmids were transfected into them with polyethylenimine (10 µm). Transfected 293T Cells and isolated endogenous BG were homogenized in IP buffer containing 50 mm Tris‐HCl pH 7.4, 150 mm NaCl, 1 mm EDTA, 1 m EGTA, 2.5 mm Sodium Pyrophosphate, 1 mm Sodium orthovanadate and 1% Triton ×‐100, with PMSF (BBI Life Sciences, 329 986, 1:100) and Cocktail (Roche, 1:100) in solution well prior to usage on ice. Ultrasonication was subsequently applied to the cell lysates. After centrifugation, 1 µg anti‐HA or anti‐Flag was added to the supernatant overnight with gentle rotation, then 10 µl protein A/G agarose resin were added and rotate at 4 °C for 3 h. After washed by IP buffer, beads were boiled by 1.2 × SDS sample buffer. Empty vector or anti‐IgG were used as control.

##### Western Blotting

IP samples were separated by 9% SDS‐PAGE and transferred onto PVDF membranes (Millipore). The blots were then blocked in 5% nonfat milk in TBST, following by incubation of primary antibodies at 4 °C overnight. After washing three times, the blots were incubated in Rabbit or mouse horseradish peroxidase‐conjugated secondary antibodies at RT for 1 h or 4 °C for 3 h. Membranes were washed with TBST for three times and imaged using a Bio‐Rad ChemiDoc Touch.

##### MS Sample Preparation and Experiments

For MS analyses, anti‐Flag (20 µl M2 Magnetic Beads, no. M8823) IP were performed with whole‐cell lysates derived from each 10‐cm dishes of HEK293T cells transfected with Flag‐hNFIX, Flag‐mNfix, or Flag‐vector. The IP product were separated by SDS‐PAGE for around 3 cm, stained by Coomassie Blue and excised for MS analysis. All subsequent MS steps were performed at the Core Facility of Biomedical, Xiamen University, and the Peptide sequences by Bruker timsTOF Pro. The number of unique peptides in each protein were drawn into point plot by ggplot2.

##### qRT‐PCR

Total RNA was extracted from sorted BG using TRIzol Reagent (Life Technologies, Carlsbad, California, #15 596 018) following the manufacturer's protocols. The purified mRNA was converted to cDNA with the first‐strand cDNA synthesis kit (ABM) and amplified using the Fast SYBR Green Master Mix (Thermo Fisher). qRT‐PCR was performed using the Bio‐Rad Real‐Time PCR System. Primers used are listed below:

Col18a1‐F: TCTTTTGACGGCAGAGATGTC
Col18a1‐R: AGTTTCAGTTCGCCATGTCTC

##### Rotarod Test

Motor function and balance ability were evaluated by rotarod apparatus. Mice (random sex) were placed into the experimental room 1 h before the rotarod test. The experiment was performed on an accelerating rotarod (Ugo Basile) with 63‐cm fall height, 30‐mm diameter rotating dowel. The rotarod was set for an initial speed of 5 rpm for 30 s and then constantly accelerated from 5 to 40 rpm over 5‐min period. The procedure was repeated over 3 consecutive trials, which was averaged to give the daily latency to fall for each mouse. If an animal fell off the rotarod rapidly (e.g., due to inattention or slips), they were placed back on the rotarod for an additional trial, and the latency was not included in the daily average.

##### Open Field Test

Motor ability including locomotion and spontaneous activity, mouse behavior was characterized as they freely explored an open‐field chamber which is 50‐cm width × 50‐cm length × 40‐cm height. The total distances of one‐month old mice were recorded in this arena for 10 min with a video tracking system (Smart 3.0).

##### RNA‐Seq and Analysis

Total RNA was extracted from sorted BG using TRIzol Reagent (Life Technologies, Carlsbad, California, #15 596 018) following the manufacturer's protocols. RNA was subsequently used for cDNA library construction with RNA integrity numbers up to 7, and then sequencing was performed with about 20 million reads per sample by the BGI Genomics Co., Ltd. using BGISEQ‐500 platform. High‐quality reads were aligned to the mouse reference genome (mm10) using Bowtie2. Expression levels for each of the genes were normalized to expected number of Fragments Per Kilobase of transcript per million base pairs sequenced (FPKM) using RNA‐seq by expectation maximization. DEGs were defined as genes with false discovery rate (FDR) less than 0.001 and fold change larger than 2. The following Pathways and GO analysis were annotated in the KEGG (Kyoto Encyclopedia of Genes and Genomes) database phyper and shown by ggplot2. Heatmap was generated using the pheatmap package and ggplot2 in the R environment.

##### ChIP

Standard ChIP was performed after modification of ChIP‐seq performed as previously described protocol with slight modification.^[^ ^55^ ^]^ Approximately 5 × 10^6^ Bergmann glial cells isolated as above was fixed in 1% formaldehyde for 10 min at RT, followed by quenching in 125 nm glycine for 5 min. Cell nuclei were collected and lysed in lysing buffer (50 mm HEPES/KOH pH 7.6, 1 mm EDTA, 140 nm NaCl, 10% v/v Glycerol, 0.5% NP‐40, 0.25% v/v Triton ×‐100) supplemented with protease inhibitor. Nuclei were subjected to sonication to acquire DNA fragments of 200–350 bp. The sonicated chromatin was applied to IP by incubation with 1.5 µg H3K9me3 antibody (rabbit, Abcam, #ab232324) overnight at 4 °C, followed with collection using 30 µL protein A/G plus agarose beads (Millipore). After elute and purify the chromatin, the ChIP‐seq library was constructed using a KAPA HyperPrep Kits (Roche, 0 796 234 7001) according to the manufacturer's instructions, and then run on the Illumina sequencer Hiseq‐Xten PE150.

##### ChIP‐Seq Data Analysis

The image analysis and base calling were performed by using Illumina's Genome Analysis pipelin. The sequencing reads were aligned to mm10 Refseq database by using Bowtie2 with default parameters. Both uniquely aligned reads and reads that align to repetitive regions were kept for downstream analysis (if a read was aligned to multiple genomic locations, only one location with the best score was chosen). Clonal amplification was circumvented by allowing maximal one tag for each unique genomic position. The identification of ChIP‐seq peaks was performed using HOMER. The threshold for the number of tags that determined a valid peak was selected at a FDR of 0.001. Fourfold more tags relative to the local background region (10 kb) were also required to avoid identifying regions with genomic duplications or non‐localized binding. Genomic distribution was done by using the default parameters from HOMER with minor modifications, in which Annotated positions for promoters, exons, introns, and other features were based on RefSeq transcripts. 

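WT-specific peaks lay mostly between genes and in introns, and seldom at promoters. The authors' annotation places 20603 peaks (59.4%, 58.9 to 59.9%) in intergenic sequence, 11862 (34.2%, 33.7 to 34.7%) in introns, 1009 (2.91%, 2.74 to 3.09%) in exons, 449 (1.30%) at transcription termination sites and 279 (0.805%, 0.716 to 0.904%) at promoters, from 1 kb upstream to 100 bp downstream of a TSS. The median distance to the nearest TSS was 37.4 kb, and 19.4% of the peaks were within 10 kb of one. The same classes were computed from RefSeq transcripts of the same build for the peaks and for 100 random placements of them. Exons, a class that leaves out UTRs and exons of non-coding transcripts, then held 1041 peaks, against 460.3 ± 23.1 (SD) at random (2.26 times). Promoters held 302, against 431.2 ± 21.0 (0.700 times). Introns held 12079, against 12860 ± 98.4, and termination sites 478, against 391.3 ± 21.7. For each of these 4 classes the two-sided p was 0.0198, the smallest that 100 placements give, which do not keep the clustering of the peaks. Intergenic peaks were not detectably different from random (20216 against 20050 ± 97.2, permutation p = 0.158). Nor were those in 5' UTRs (0.976 times, permutation p = 0.911) and 3' UTRs (1.06 times, permutation p = 0.356). Exons of non-coding transcripts held 1.82 times the peaks (permutation p = 0.0198). The peaks were richer in GC, at 49.0%, than the windows 5 kb to either side, at 44.0%, and random positions, at 41.9%. Against random positions matched on GC content, chosen after the result was seen, exons held 1.11 times the peaks, promoters 0.401 times, intergenic sequence 1.21 times, and the termination sites turned to 0.796 times.

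**Figure D5:**
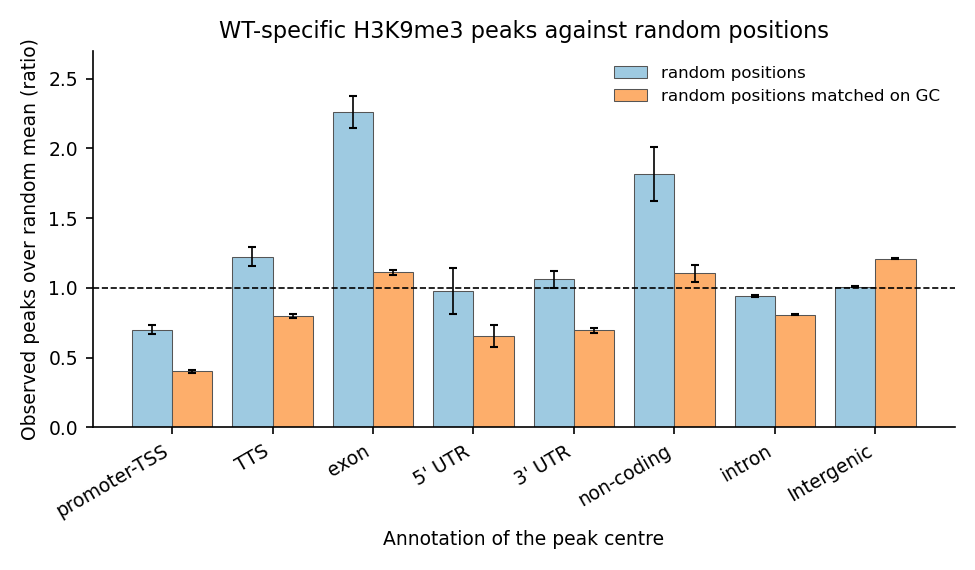
WT-specific H3K9me3 peaks of each annotation class over the mean of 100 random placements (blue) or of random positions matched on GC content (orange). The ratio is on the y axis, with a dashed line at 1. Bars are 1 SD over the placements (blue) or over 10 blocks of the matched positions (orange). The orange bars are not the spread of single random counts. Exons, which leave out UTRs and non-coding exons, lie at 2.26 and 1.11, and promoters at 0.700 and 0.401.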

Motif analysis was performed using HOMER.

##### Statistical Analyses

No statistical methods were used to predetermine sample sizes, and the exact values of *n* (sample size) are provided in the Results section and figure legends. In all cases where an unpaired *t*‐test was employed, a two‐tailed test was opted for. For behavioral analysis, open field test (the motor ability) and rotarod test (the balance ability) were rated and the percentage of observations was calculated for each mouse, and data represent mean ± SEM. During behavioral tests, the data were captured and analyzed using a fully automatic analysis program. All statistical analyses were performed using GraphPad Prism version 7.0, and the data presented are of mean ± SEM. Null hypotheses were rejected at p values equal to or higher than 0.05. The *, **, **** and ns denote *p*< 0.05, *p*< 0.01, *p*< 0.0001 and *p*> 0.05, respectively. For FACS and sequencing, the investigators were blinded to group allocation during data collection and analysis. Quantification of BG numbers in PC‐BG layer. Anatomically comparable sections from control and mutant brains were visualized under 20× magnification using a Leica SP8 microscope. Quantifications were performed from at least three groups of mice in a blinded fashion. Lengths, areas, and the number of cells were quantified using the ImageJ software package.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contribution

S.C., K.Z., and B.Z. contributed equally to this work. S.C. and W.M. designed experiments, performed data analyses, and wrote the manuscript; S.C., B.Z., Y.X., B.J., Y.G., Y.Y., T.Q., and K.Z. performed experiments; S.C., S.L., and M.J. data visualization; X.Z., Y.G., K.Z., Q.C., Z.C., H.L., and J.H. discussed and edited the manuscript; W.M. supervised the project. All authors reviewed and gave final approval to the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Table 1 Click here for additional data file.

## Data Availability

All data and code used to generate the data are available upon reasonable request to the authors.

# Supplementary material for: Temporarily Epigenetic Repression in Bergmann Glia Regulates the Migration of Granule Cells
**Source:** Adv Sci (Weinh). 2021 Mar 22;8(10):2003164. doi: 10.1002/advs.202003164
**Supplement:** Supplementary file 1 — Supporting Information

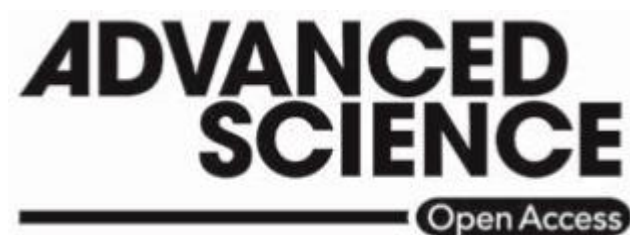

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/adv.202003164

### Temporarily epigenetic repression in Bergmann glia regulates the migration of Granule cells

*Shaoxuan Chen, Kunkun Zhang, Boxin Zhang, Mengyun Jiang, Xue Zhang, Yi Guo, Yingying Yu, Tianyu Qin, Hongda Li, Qiang Chen, Zhiyu Cai, Site Luo, Yi Huang, Jin Hu, Wei Mo\**

# Supporting Information

## **Temporarily epigenetic repression in Bergmann glia regulates the migration of Granule cells**

*Shaoxuan Chen, Kunkun Zhang, Boxin Zhang, Mengyun Jiang, Xue Zhang, Yi Guo, Yingying Yu, Tianyu Qin, Hongda Li, Qiang Chen, Zhiyu Cai, Site Luo, Yi Huang, Jin Hu, Wei Mo\**

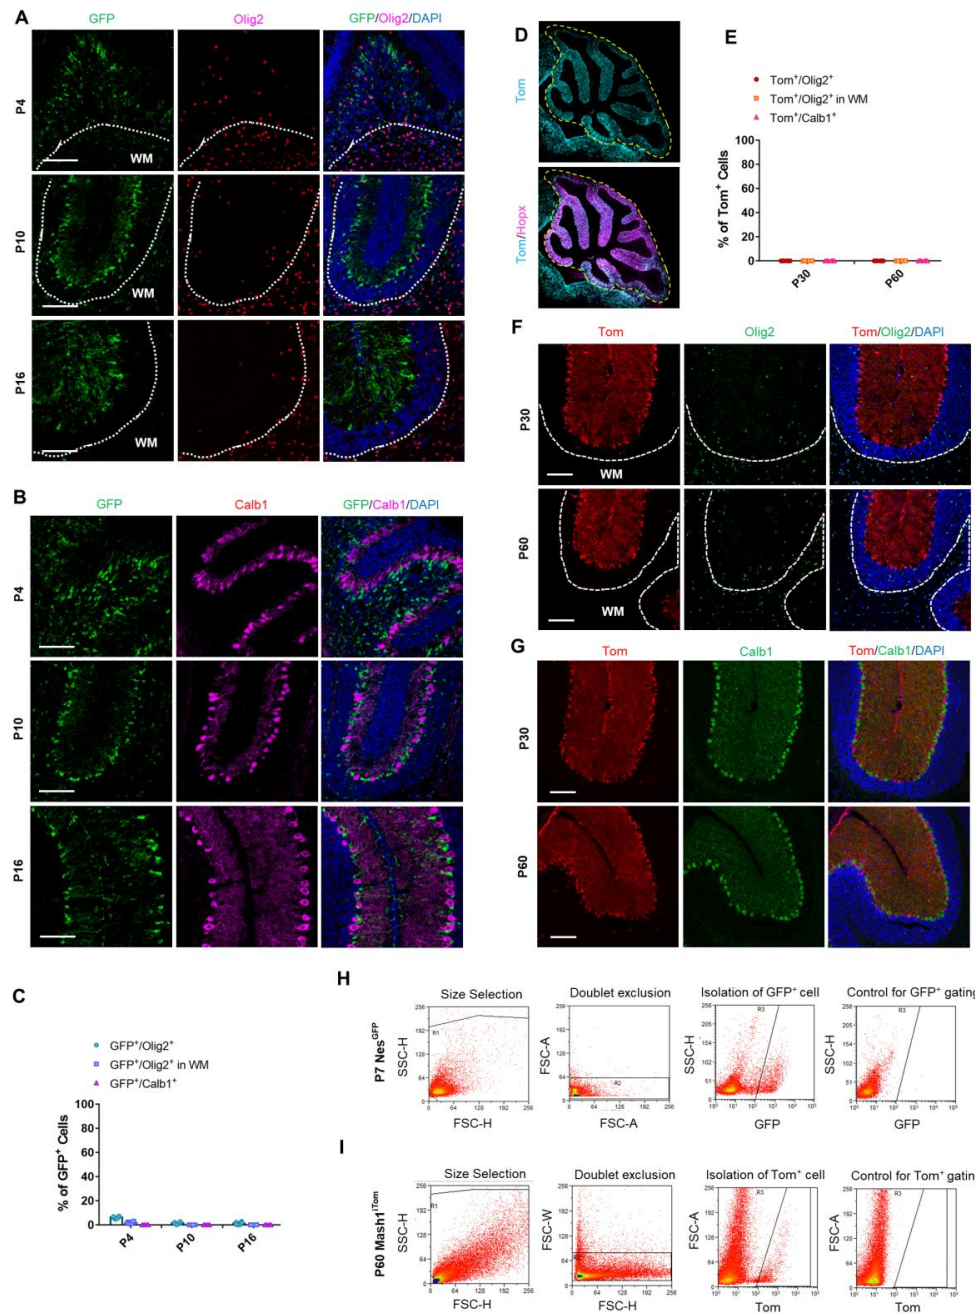

## Supplementary Figure legends

### Figure S1. Verifying off-target of the mouse models and isolating Bergmann glia, Related to Figure 1

(A-C). Co-immunostaining of GFP with Olig2 (A) or Calbindin (Calb1) (B). The ratio of different kinds of GFP positive cells at each time point (P4, P10, P16) in Nes<sup>GFP</sup> mice were quantified (C). OLs: Olig2<sup>+</sup> cells in WM; PCs: Calb1<sup>+</sup> cells. n = 6 sections from 3 mice per time point. (D). The expression of Tomato and Hopx within the range of whole

1-month-age cerebellum (in the white line region) to illustrate the specificity of the Mash1<sup>iTom</sup> mice. (E-G). Co-immunostaining of Tom with Olig2 (F) or Calbindin (Calb1) (G). The ratio of different kinds of Tom positive cells in Mash1<sup>iTom</sup> mice at time points as indicated were quantified (E), OLs: Olig2<sup>+</sup> cells in WM; PCs: Calb1<sup>+</sup> cells. n = 6 sections from 3 mice per time point. (H-I). The example of gating GFP<sup>+</sup> BG at juvenile stages with Nes<sup>GFP</sup> mice or Tom<sup>+</sup> BG at young adult stages with Mash1<sup>iTom</sup> mice. The wildtype cerebella at the same time point were used for negative control. All the quantification data are presented as mean  $\pm$  SEM. Scale bars, 100  $\mu$ m.

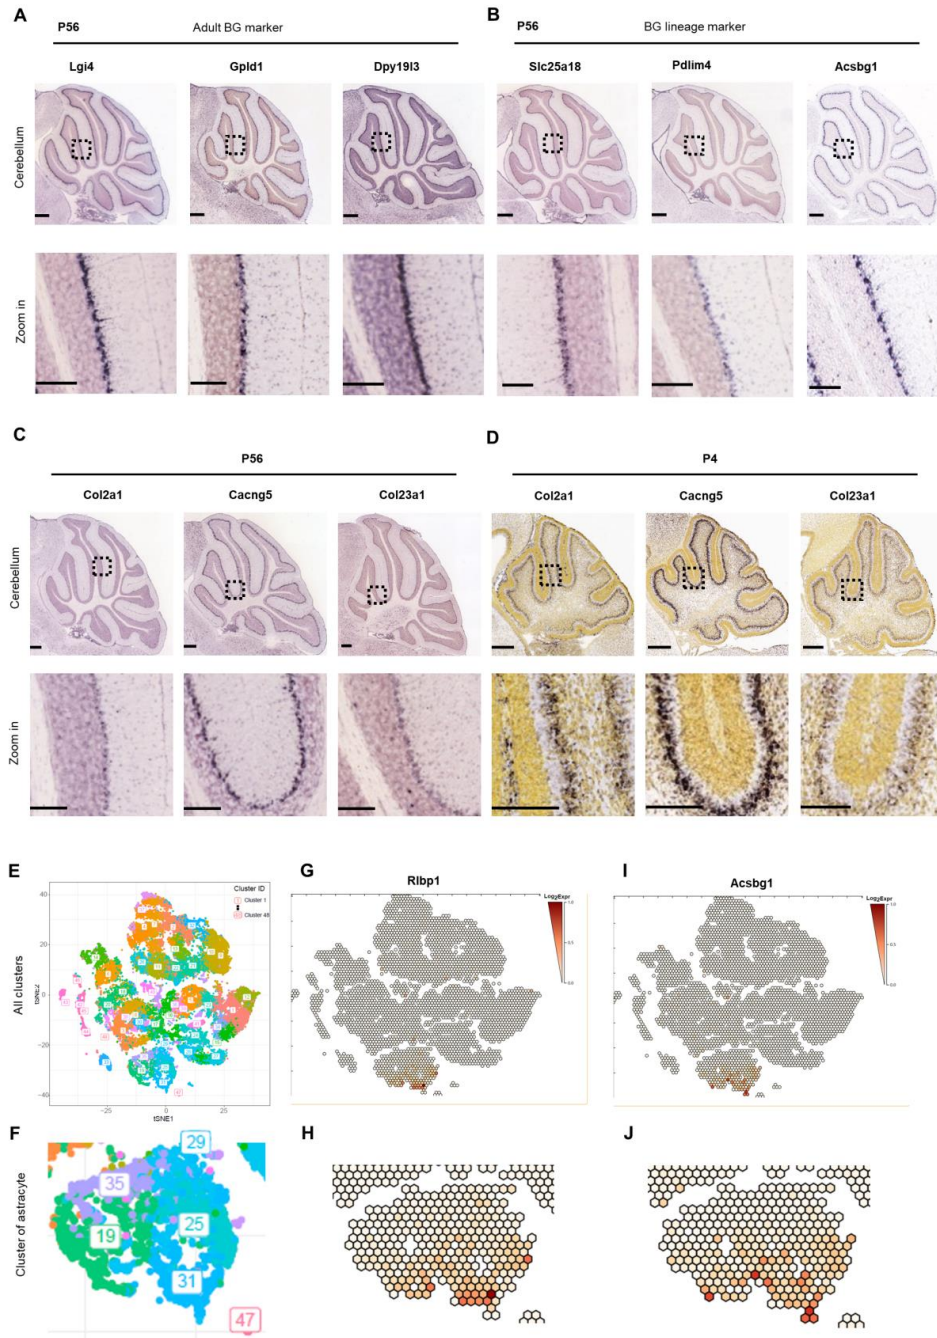

**Figure S2. Compare the Bergmann glia new markers to public database**

(A, B). In situ hybridization staining for the examples (related to figure 2C) of new adult BG markers (A) and BG lineage markers (B) in P56 cerebellum and local enlarged drawing (data obtained from the Allen Brain Atlas). (C, D). In situ hybridization staining for some selected BG lineage markers with moderate expression ( $10 < \text{FPKM} < 50$ ) in P56 (C) and P4 (D) cerebellum and local enlarged drawing (data

obtained from the Allen Brain Atlas). FPKM, fragments per kilobase of transcript per million mapped reads. Scale bars, 400  $\mu\text{m}$ . (E-I). Previous study (ref.<sup>[36]</sup>) shows the two-dimensional visualization of single-cell clusters using t-SNE (E). Zoom-in images indicated the cluster of astrocytes, of which the Bergmann glia in clusters 19 and 31. The expression of BG new marker genes was checked in “Cell Seek” website where the subpopulations were shown. *Rlbp1* and *Acsbg1* were expressed in BG populations (G, I), and the corresponding zoom-in images (H, J).

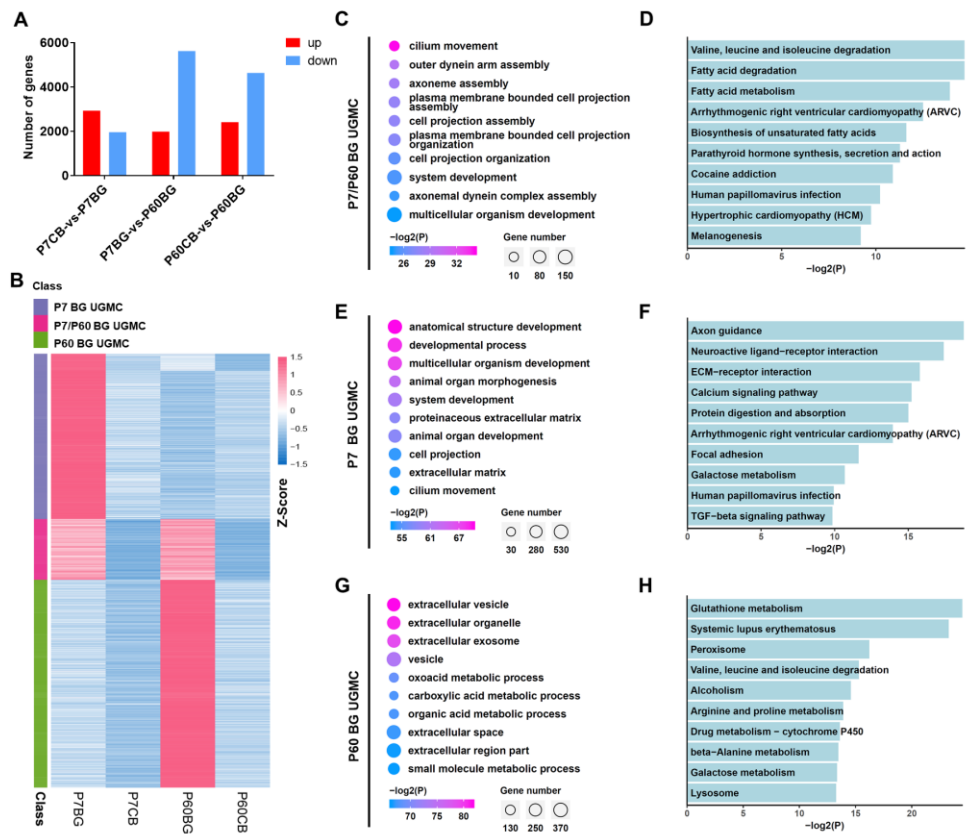

**Figure S3. Functional analysis for UGMC of Bergmann glia**

(A). The histogram shows DEGs (differentially expressed genes, fold change $\geq 2$ ,) of BG vs other type of cells in cerebella at the same time point and DEGs between juvenile and young adult BG. (B). Heatmap of UGMC as indicated. (C-H). GO and Pathway analysis on UGMC listed in (B). P7/P60 (C, D), P7 (E, F) and P60 (G, H). Data show the top 10 enriched terms ranked by p values. For GO, the color indicates p values for each term GO enrichment and the circle size indicates the number of enriched genes within each GO term. For Pathway, the p values of the enriched pathway in accordance with the abscissa of bar charts.

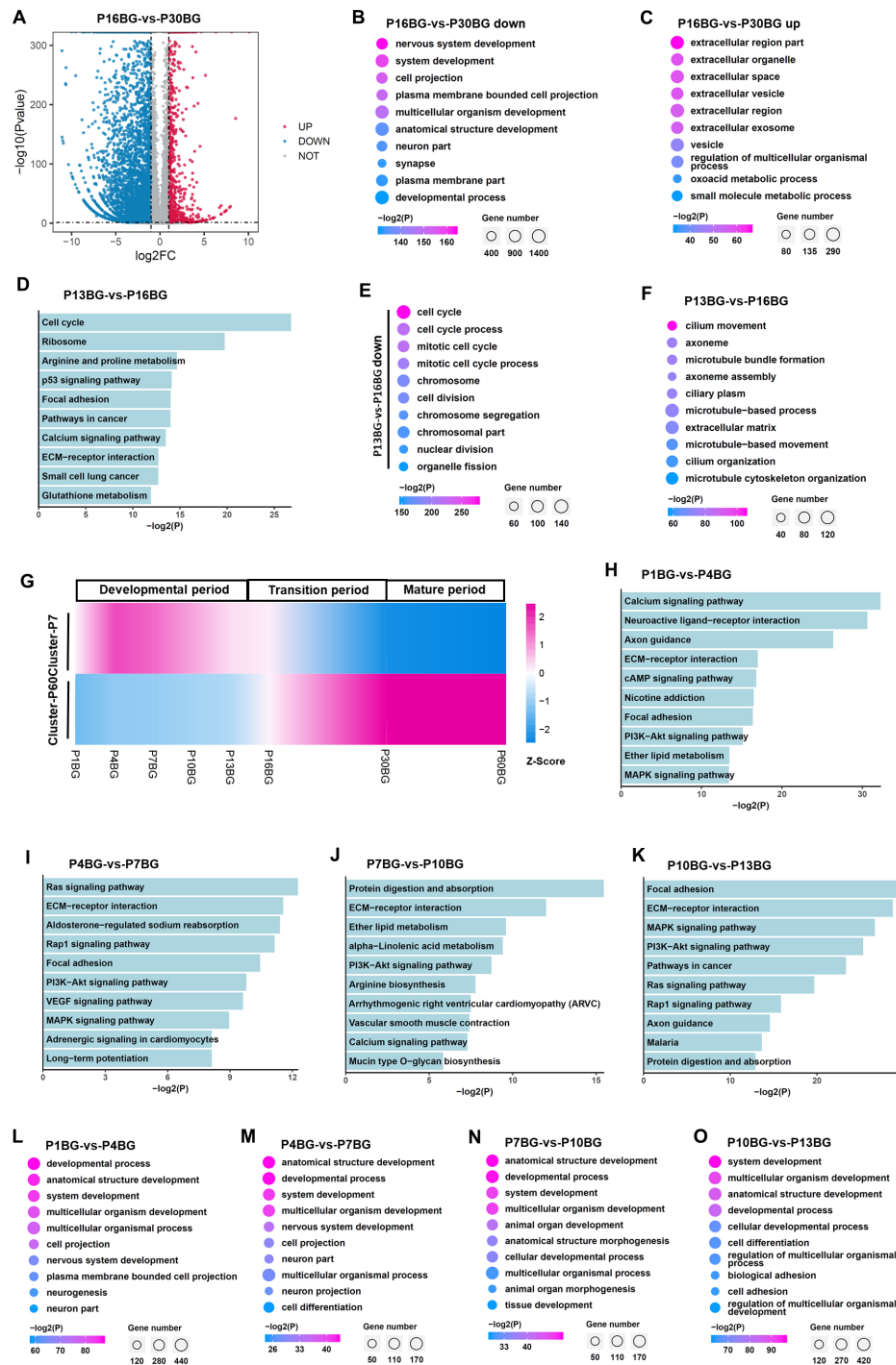

**Figure S4. Functional analysis for Bergmann glia DEGs in each stage of development**

(A). Volcano plot shows the DEGs between P16 BG and P30 BG. (B, C). Representative top10 GO terms enriched from downregulated (B) or upregulated (C) DEGs of adjacent stage (P16 BG versus P30 BG). (D). Representative top10 pathway terms enriched in DEGs of adjacent stage (P13 BG versus P16 BG). (E, F). Representative top10 GO

terms enriched from downregulated (E) or total (F) DEGs of adjacent stage (P13 BG versus P16 BG). (G). Heatmap claims 3 period of BG from birth to young adult. Cluster-P7 is the average expression from P7 BG UGMC and cluster-P60 were the average expression from P60 BG UGMC (related to Figure S3B, Supporting Information). (H-O). Representative top10 Pathway terms (H-K) and GO terms (L-O) enriched from DEGs of each coterminous stage during first 2 weeks postnatally. All data display top 10 enriched GO or Pathway terms ranked by p values.

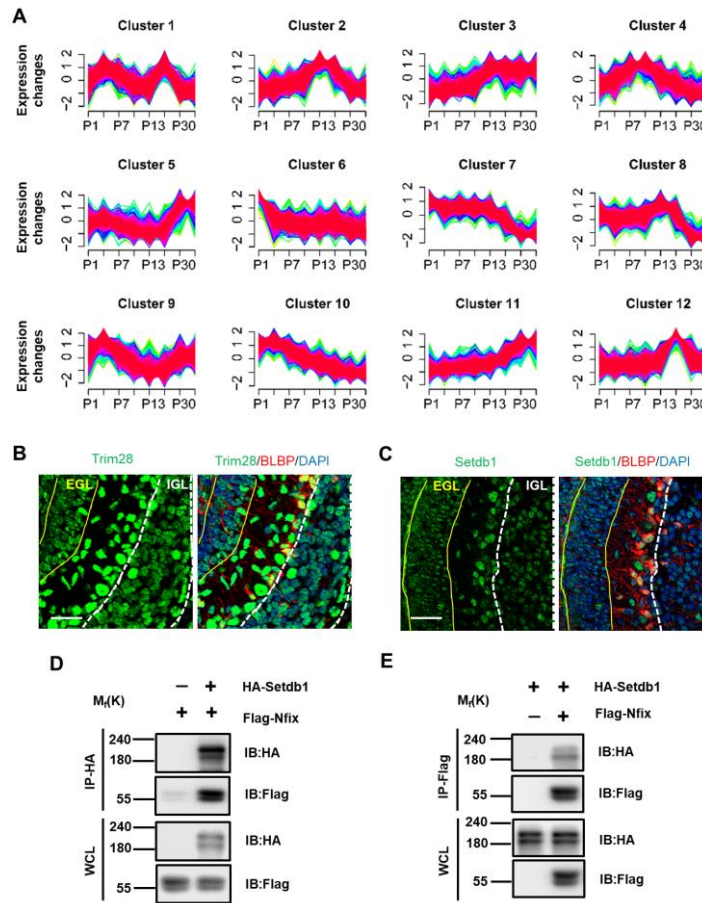

**Figure S5. Identification of Nfix-Setdb1 repressive complex for transcriptional repression in BG from P7 to P10, Related to Figure 4**

(A). Time series analysis shows all the transcripts of BG in different developmental time points from P1 to P30. Different clusters represent gene sets with similar expression pattern during BG development, and all these genes are divided into 12 clusters. (B, C). Immunofluorescence staining shows the expression of Trim28 (B) and Setdb1 (C) in P10 BG. Scale bars, 30  $\mu$ m. (D, E). Immunoblot (IB) analysis of whole cell lysates (WCL) and immunoprecipitation (IP) products derived from 293T cells transfected with indicated plasmids.

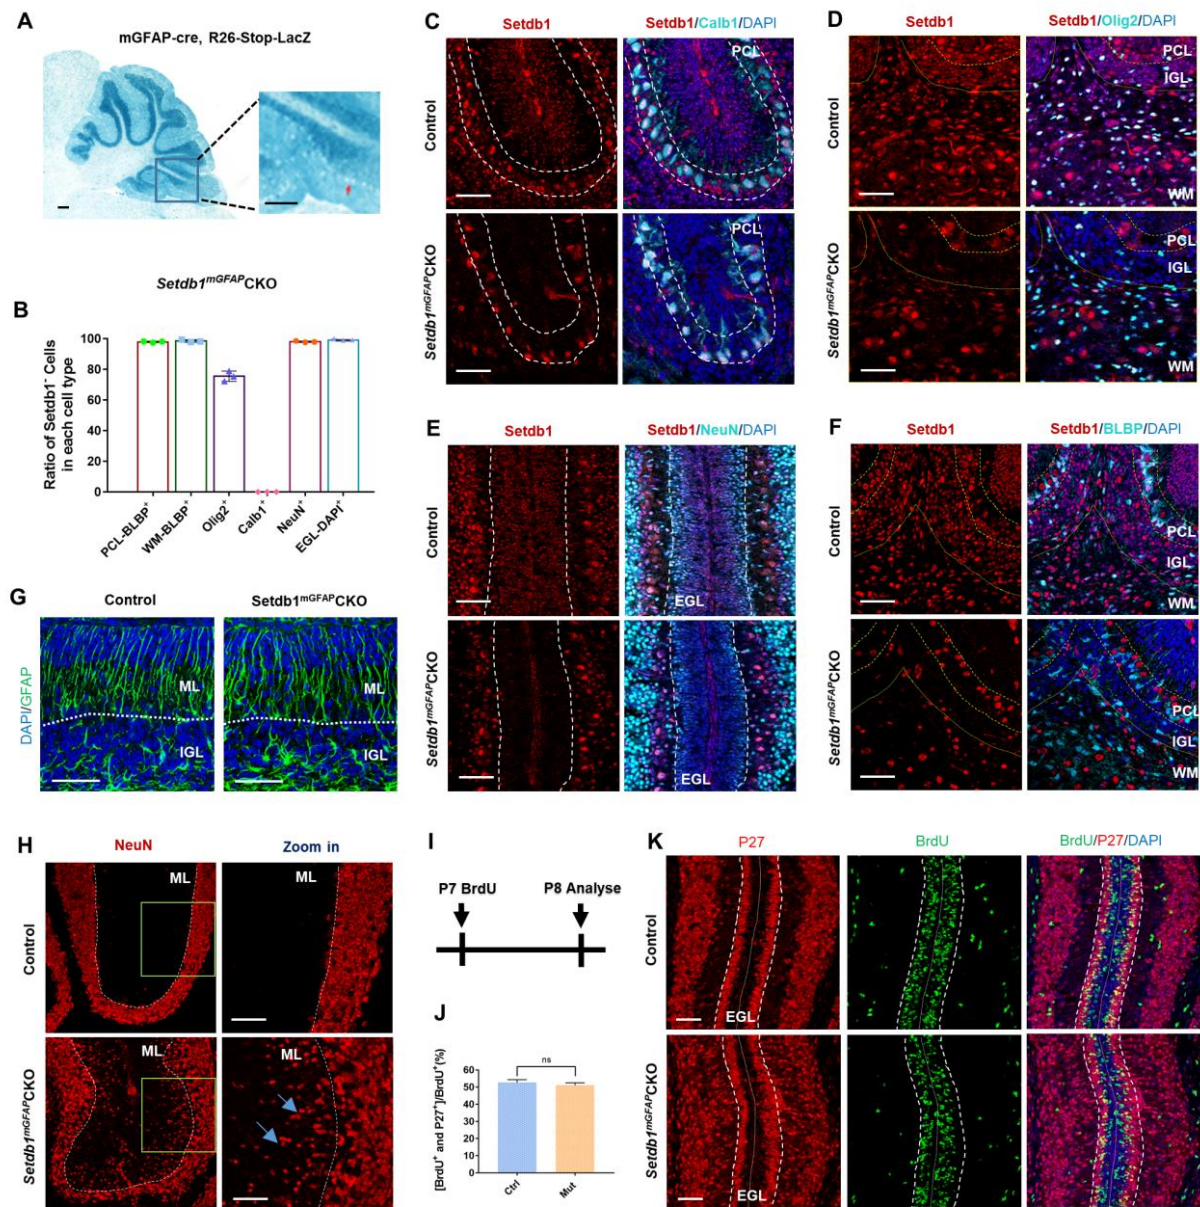

**Figure S6. *Setdb1* deficiency of Bergmann glia restrains GCs migration, Related to Figure 5**

(A). X-gal staining of brain sections from P15 mGFAP-Cre, R26R-LacZ mice. Arrow points to the Purkinje cells which are not targeted by mGFAP-Cre. (B-F). Comparison of the ratio of *Setdb1*<sup>-</sup> cells within different types of cells in *Setdb1*<sup>mGFAP</sup>CKO (Mut) mice (n = 3) (B), and their corresponding staining (C-F). Almost completely knockout *Setdb1* in BG (PCL-BLBP<sup>+</sup>), astrocyte (WM-BLBP<sup>+</sup>), GCs (NeuN<sup>+</sup> and EGL-DAPI) and Olig2<sup>+</sup> OLs. (G). Immunostaining for GFAP in the control and *Setdb1*<sup>mGFAP</sup>CKO mice at P7. (H). NeuN staining shows the mature GCs in the control and

*Setdb1*<sup>mGFAP</sup>CKO cerebella at P30. Arrows point to the ectopic cell mass in the ML in mutant mice. (I-K). 1-day BrdU pulse-chase assay was performed (I). Cerebellar sections from P8 control and *Setdb1*<sup>mGFAP</sup>CKO mice were stained for P27/BrdU (K). The BrdU and P27 double positive cells in the total BrdU<sup>+</sup> cells were quantified, n = 22 sections from 3 mice for each group (J). ns, no significance. All the quantification data are presented as mean  $\pm$  SEM, two-tailed unpaired Student's t-test. Scale bars, 50  $\mu$ m.

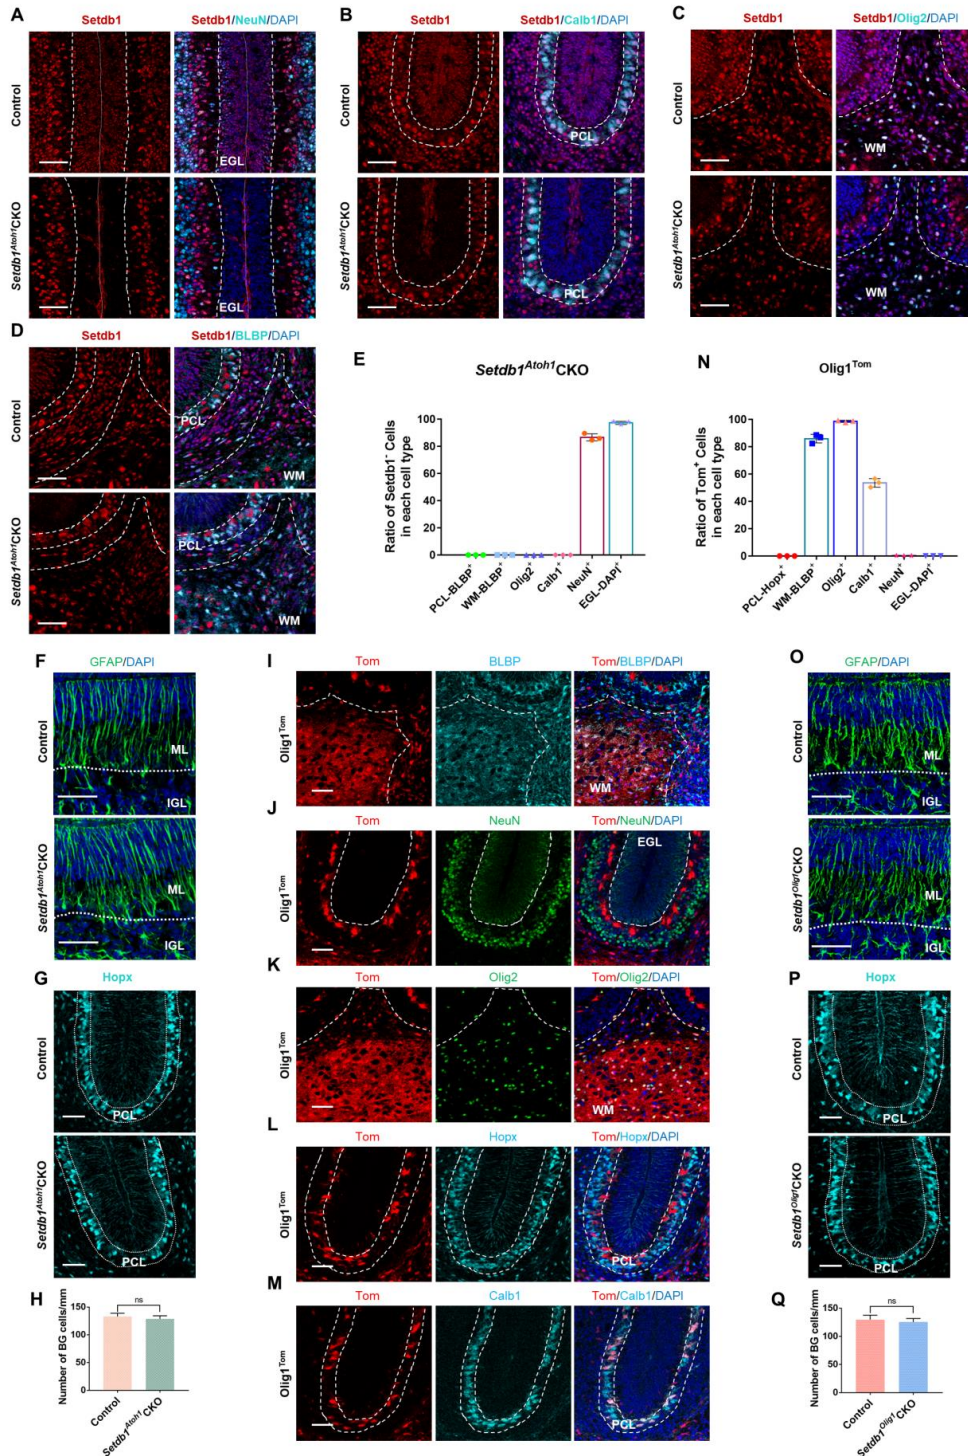

**Figure S7. The absence of *Setdb1* in GNPs or OLs has no major effects on BG** (A-E). Identify the knock out efficiency of *Atoh1*-Cre by co-immunostaining of *Setdb1* with NeuN (A), Calb1 (B), Olig2 (C) and BLBP (D) in *Setdb1<sup>Atoh1</sup>CKO* and control mice. The ratio of *Setdb1* knock out (E) in GC (EGL-DAPI<sup>+</sup> and NeuN<sup>+</sup>), OL (Olig2<sup>+</sup>), Astrocyte (WM-BLBP<sup>+</sup>), BG (PCL-BLBP<sup>+</sup>) and PC (Calb1<sup>+</sup>) at P7 was statistically

analyzed ( $n = 3$ ). (F-H). Staining of GFAP (F) and Hopx (G) in the control and *Setdb1<sup>Atoh1</sup>*CKO cerebella at P7 (BG cell bodies were in the PCL), and the density of cell bodies of BG in PCL was quantified (H). ns, no significance,  $n = 6$  sections from 2 mice for each group. (I-N). Co-immunostaining of Tom with BLBP (I), NeuN (J), Olig2 (K), Hopx (L), and Calb1 (M) in Olig1<sup>Tom</sup> mice. The ratio of Tom<sup>+</sup> cells (N) in GC (EGL-DAPI<sup>+</sup> and NeuN<sup>+</sup>), OL (Olig2<sup>+</sup>), Astrocyte (WM-BLBP<sup>+</sup>), BG (PCL-Hopx<sup>+</sup>) and PC (Calb1<sup>+</sup>) at P7 was statistically analyzed ( $n = 3$ ). (O-Q). Staining of GFAP (O) and Hopx (P) in the control and *Setdb1<sup>Olig1</sup>*CKO cerebella at P7, and the density for cell bodies of BG in PCL was quantified (Q). ns, no significance,  $n = 6$  sections from 2 mice for each group. All the quantification data are presented as mean  $\pm$  SEM, two-tailed unpaired Student's t-test. Scale bars, 50  $\mu$ m.

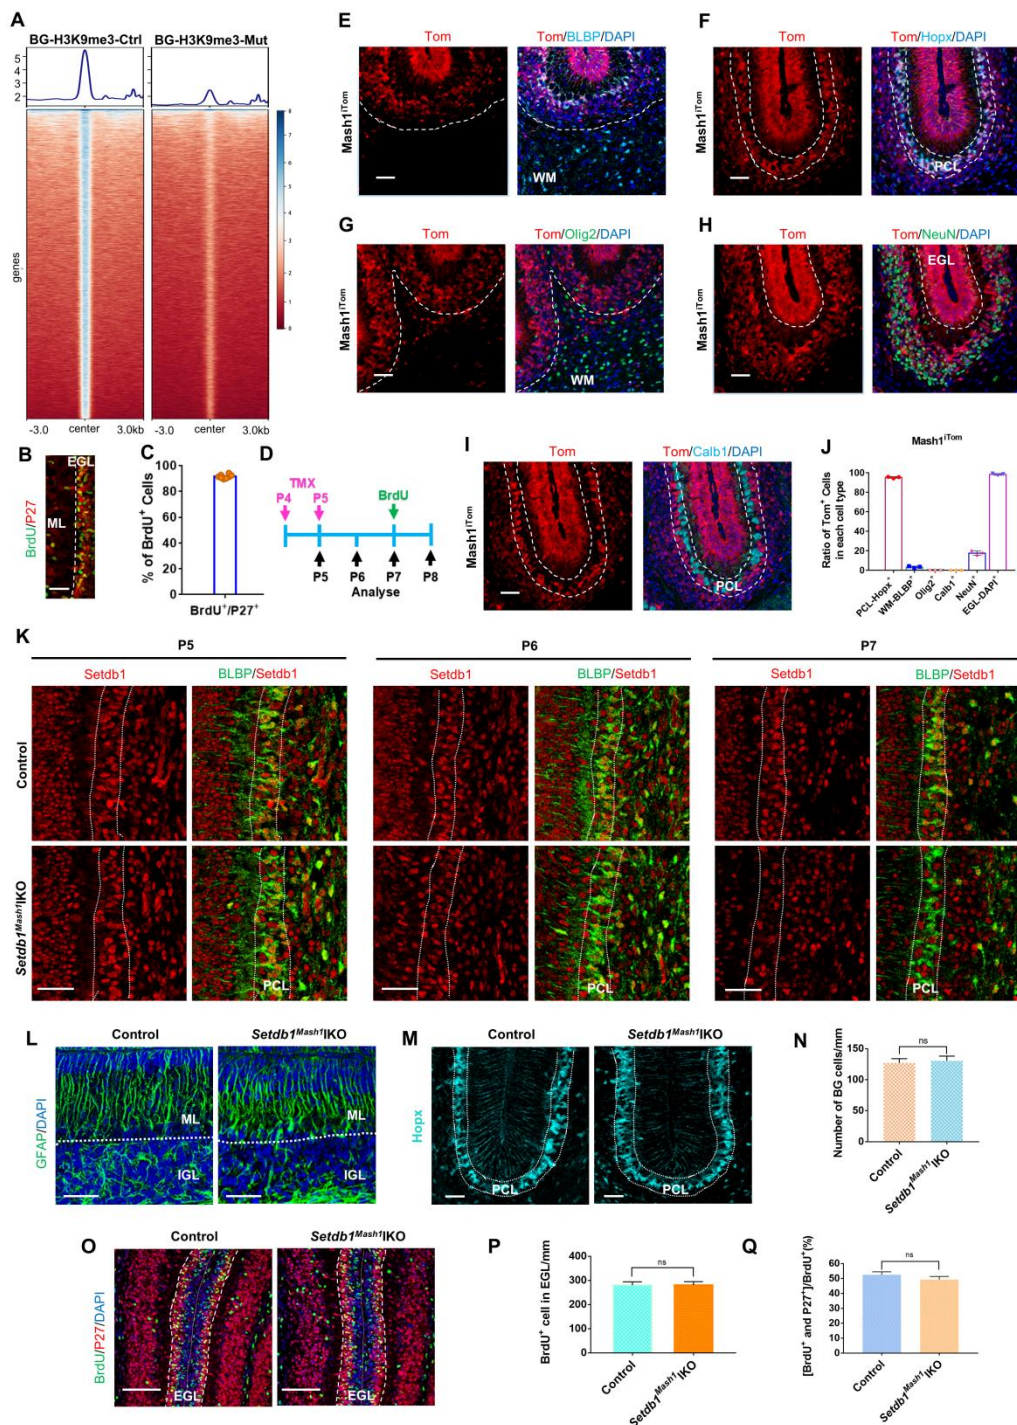

**Figure S8. Nfix-Setdb1 transcriptional inhibitory complex targets genes that downregulated for GC migration during P7-P10, Related to Figure 6**

(A). Heatmap shows Setdb1-mediated H3K9me3-binding sites.  $\pm 3$  kb surrounding H3K9me3-binding summits. 

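Among the WT-specific H3K9me3 sites with the highest scores were several at the start of chromosome 17, on X and Y and on unplaced contigs. The first, with a score of 784.3, spanned 3005755 to 3020001 of chromosome 17 of mm10, 71.3 kb from the TSS of the pseudogene Pisd-ps2. The next, with a score of 527, spanned 31157386 to 31163744 of X over an ERVK element, 175.8 kb from Btbd35f10, and those after it, with scores of 321.6 and 270.5, were on an unplaced contig. Near Erdr1 and G530011O06Rik, in the pseudoautosomal region that X and Y share, lay a site from 90769526 to 90771576 of Y, with a score of 263.8, and a site from 169995298 to 169997208 of X, with a score of 240.1. A site 35.0 kb from Trim56, from 137149051 to 137153450 of chromosome 5, had a score of 211.8. Of the 100 highest-score peaks, 17 were on X and 13 on Y, against 3.47% and 1.60% of the other peaks, and 23 were centred on ERVK elements. Their median width was 1689 bp. The genes with most peaks included Gm20871, Gm20736 and Gm20738, annotated on Y, with 76, 61 and 39 peaks. On chromosome 12 they were 1700030C10Rik, 5730507C01Rik, 2410018L13Rik and Gm4425, with 53, 48, 45 and 34. Btbd35f3, Btbd35f10 and G530011O06Rik, annotated on X, had 39, 35 and 31. These counts go by gene symbol and can pool several copies, as peaks on Y were also assigned to G530011O06Rik. Where such sequence has several copies, a read can be placed at the wrong one, so these positions are uncertain.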

(B-C) P27 staining for the BrdU<sup>+</sup>/GC (B) indicates over 90% of these cells (C) are out of cell cycle (n = 8 sections from 2 mice). (D). Workflow

of TMX administration in *Setdb1<sup>Mash1</sup>*IKO mice and BrdU pulse-chase assay. (E-J). Staining (E-I) and analysis of the ratio of Tom<sup>+</sup> cells within different types of cell (J) in *Mash1<sup>iTom</sup>* mice at P7 (n = 3). Nearly 100 % of BG (PCL-Hopx<sup>+</sup>) and GNPs (EGL-DAPI<sup>+</sup>) are Tom<sup>+</sup> cells, whereas a few of Tom<sup>+</sup> cells in OL (Olig2<sup>+</sup>), Astrocyte (WM-BLBP<sup>+</sup>), BG (PCL-Hopx<sup>+</sup>) or PC (Calb1<sup>+</sup>). (K). The residue of Setdb1 in BG of *Setdb1<sup>Mash1</sup>*IKO mice upon TMX administration. The cell body of BG cells are located between the dash lines. (L-N). Staining of GFAP (L) and Hopx (M) in the control and *Setdb1<sup>Mash1</sup>*IKO cerebella at P7, and the density of BG bodies in PCL (N) was quantified (ns, no significance, n = 6 sections from 2 mice for each group. (O-Q). P8 cerebellar sections from control and *Setdb1<sup>Mash1</sup>*IKO mice were stained for P27/BrdU (O). Density of BrdU<sup>+</sup> cells in EGL (P) and the ratio of BrdU<sup>+</sup> and P27<sup>+</sup> cells in the total BrdU<sup>+</sup> cells (Q) was quantified, n = 12 sections from 3 mice for each group, 24h after BrdU-pulse. ns, no significance. All the quantification data are presented as mean  $\pm$  SEM, two-tailed unpaired Student's t-test. Scale bars, 40  $\mu$ m.

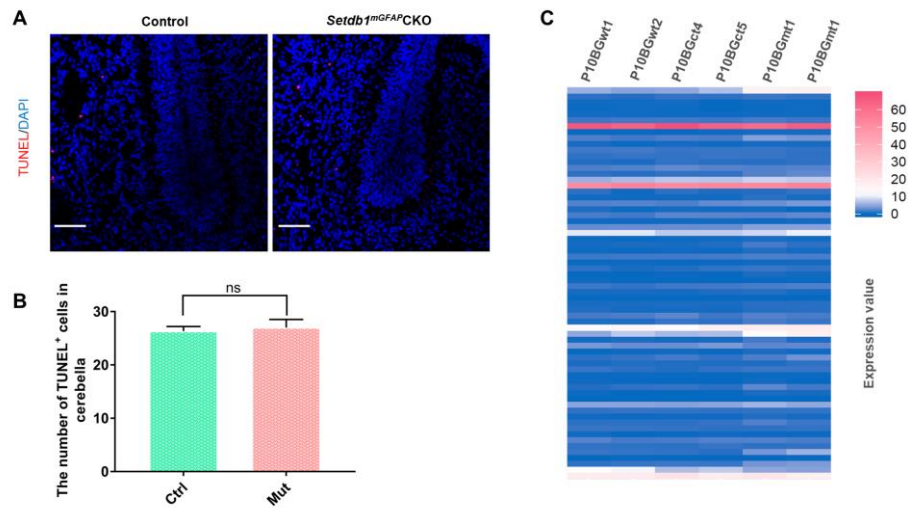

**Figure S9. Neither significant cell death nor inflammation was detected in *Setdb1* deleted BG**

(A, B). TUNEL staining of P7 cerebella (A) and the TUNEL<sup>+</sup> cells in cerebella were quantified, n = 3 from 3 mice for each group (B). (C). Heatmap shows the expression of inflammatory genes (ref.<sup>[28]</sup>) in the indicated samples. ns, no significance.

How the deposited data were processed for this re-analysis (not part of the article)

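The data are H3K9me3 ChIP-seq of BG at postnatal day 10, from 2 WT, 2 Setdb1 mutant and 2 control libraries. All 6 samples were mapped to a condition from their labels and the figure legends. The labels of the 2 control libraries name both input and IgG, and the paper's methods and Table S1 name different H3K9me3 antibodies. Nothing in the sources used here says whether the libraries of 1 genotype came from separate animals.

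The authors aligned the reads to mm10 with Bowtie2 (version 2.2.8 in the submitters' processing notes), kept the 1 best location of reads that match several places and at most 1 tag per position, called peaks with HOMER (version 4.10.1 in the notes) and kept the peaks present in WT BG and absent in mutant BG. How the libraries were merged is not given in the sources used here. Nor is the background of the peak call, and a label in the heading of the deposited list can be read as input, as mutant BG, or as both. The deposited list gives each peak's position, the authors' peak score, the authors' annotation (nearest TSS, class and repeat at the centre) and no value per library. The scale of the deposited score is not given in the sources used here. Scores under 10 lie on whole multiples of 0.3209 within 0.006. Neither depth per sample nor a spread between replicates can be had from the list, so values are counts and shares of peaks or genes, with 95% Wilson intervals that cover counting error only, and p-values compare the list with random positions or random genes, not WT with mutant BG. FPKM values are those of the paper's Table S1, as the authors give them and with no test, for which 1040 of 19993 rows were at hand.

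Positions were set beside the RefSeq annotation and sequence of GRCm38.p6, the same build as mm10. Of 34395 peaks whose transcript is in that annotation, 91.5% had the authors' distance to the TSS within 2 bp. The recomputed class was the same for 98.1% of the peaks and the nearest gene for 89.7%. The class is that of the peak's centre, with promoters from 1 kb upstream to 100 bp downstream of a TSS. Random positions came from 100 seeded placements of the 34600 peaks on chromosomes 1 to 19, X and Y on their own chromosomes, away from assembly gaps, and from 1000 placements for the nearest gene. The smallest two-sided p that these give is 0.0198 and 0.002. The placements do not keep the clustering of the peaks, so the SD and the p-values from them are too small where neighbouring peaks share a class or gene.

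A gene had a peak when the authors name it as that of the nearest TSS. Such a peak can lie far from the gene, and a peak given at a gene is one assigned in this way. The 18 gene lists were fixed before the data were examined. They are ECM-receptor interaction, collagens, other genes of protein digestion and absorption, axon guidance and neuronal migration cues, BG and astroglia, the granule neuron lineage, Purkinje cells, the oligodendrocyte lineage, microglia and vascular cells, H3K9 methylation machinery and NFI factors, germline genes, imprinted genes, interferon and inflammatory genes, clustered protocadherins, olfactory receptors, vomeronasal receptors, zinc finger genes named Zfp and cytosolic ribosomal protein genes. The number of members with a peak was compared with 10000 random lists of the same size, drawn from 26215 genes in 20 bins of gene length, a permutation test of which genes are in the list, with the one-sided p doubled (smallest 0.0002) and Benjamini-Hochberg adjustment. The random lists do not keep neighbouring genes together, so the SD and the p-values from them can be too small where members of a list lie side by side. The test was tried on simulated data of 200 lists of 86 genes. Of lists with no change, 3% had a p under 0.05 with matching on length and 57.5% without it. Of lists whose share was raised by 25 percentage points, 100% had one. Only this rise was simulated. It gives no power for a smaller difference, such as 58 members against 53.0 in the ECM-receptor list. The motif scan found 100% of 300 motifs planted in 5000 simulated windows.

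The motif CGCCAGSAW, read by eye from Figure 6D, was searched on both strands of each peak and of a window of the same width 5 kb to 1 side, drawn at random, with an exact two-sided sign test over pairs in which only 1 of them has a match, and in shuffles of each peak that keep its dinucleotides. The sign test takes the pairs as independent, which copies of a repeat are not, so its p can be too small for sets that include repeats. The study ran its motif search on class 1.1 genes, whose list was not analysed here, so no value is given for that class.

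The genes named are those the study names with the repressive complex, BG markers or the ECM pathway (16 genes), the 10 with most peaks, those next to the 10 peaks with the highest score, and the 4 members of each list with most peaks, of which the text gives a part. The result of 1 of them is not reported here. The rule was written before the peak list was examined, when the figures and Table S1 had been seen. Lama1 is named outside this rule, as a member of the ECM-receptor list with values in Table S1, after its values were seen. Alternatives were a score at or above the median, peaks within 1 kb merged, autosomes and X only, peaks inside genes, within 10 kb of a TSS, over the gene body or 5 kb to either side, or outside repeats, no matching on length, other forms of the motif and 2 kb between neighbours. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.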

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

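Of the tests in this part, those on copies in L1 elements, base composition, sites at peaks of every kind, the share of male cells, GC content as the only cause or as the source of most of the excess, zinc finger genes by description, peaks in neither L1 nor ERVK and the motif CGSCARSAW were chosen after the result was seen, and the matching on GC content itself was chosen after the excess in exons was seen.

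Matches to the motif of Figure 6D stood out in a set of peaks that the paper does not discuss, since 684 of 5626 WT-specific peaks centred on L1 elements (12.2%) held an exact CGCCAGSAW, against 1.17% of the windows 5 kb away. Over all 34518 peaks with a window the share was 2.86% against 0.892% (979 pairs with a match in the peak alone and 299 in the window alone, exact sign test, two-sided p = 1.28e-84). The sign test counts copies of a repeat as separate pairs. This p and the others below for sets that include repeats are therefore too small where copies share a match. In the peaks at or above the median score the excess was smaller, 2.26% against 1.14% (exact sign test, p = 2.84e-16). For this form of the motif the tables argue against base composition, as shuffles that keep each peak's dinucleotides gave 28.9% of the share in the peaks, and against sites at peaks of every kind, as the excess outside repeats (0.895% against 0.794%, p = 0.354 from the same exact test) was 5.12% of that over all peaks. Copies of an L1 sequence may account for most of the excess, since the share outside L1 was 1.26 times that of the windows (exact sign test, p = 0.00848) and 589 of the 684 L1 peaks held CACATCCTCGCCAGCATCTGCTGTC or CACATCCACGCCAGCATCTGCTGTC around the match, while what is left of it outside L1 lay in ERVK elements (2.59% against 1.03%, exact sign test, p = 2.98e-08), with 0.770% against 0.803% in peaks in neither family (exact sign test, p = 0.719). Of 3 other forms of the motif, 2 were above the windows outside repeats (CGSCARSAW 2.72% against 2.21%, TTGGCA 29.3% against 25.4%, exact sign tests, p = 0.00361 and 1.47e-15). So they were in neither family (2.67% against 2.23%, 28.8% against 25.3%, exact sign tests, p = 0.00206 and 1.90e-18). They were not above their shuffles (2.92%, 38.6%, 2.67% and 39.3%), so what gives these excesses stays open. Matches in ERVK peaks were frequent in some elements, with 13 of 26 peaks on RLTR10F, 11 of 30 on RLTR10A and 9 of 14 on IAPEY5_LTR. On RLTR10C it was 7 of 157. Whether these are copies of 1 sequence was not tested. Why ERVK peaks hold more matches and any biological explanation stay open.

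The highest scores were gathered at the edges of the assembly, where 32 of the 100 highest-score peaks lay within 50 kb of a gap or on an unplaced contig, against 1.63% of the other peaks, and on chromosomes 1 to 19, X and Y alone 25 of 93 lay near a gap, against 1.45% of the other peaks there and 0.697% of random positions. The first of these is 19.6 times the share of the other peaks (Fisher's exact test, two-sided, p = 7.49e-32). Sequence that has more copies in the genome of these mice than in the reference could give high scores at such places, but this ratio is the pattern itself and no test of it, so it stays open. More male cells in the WT than in the mutant libraries would raise sequence that Y alone has, and the 13 peaks on Y among the 100 argue against it as the source of most of them, as 70.9% of their 13802 words of 50 bp (more than 50% of them in 10 of the peaks) also occur on X, while for the 3 peaks with fewer (10.9% together) it stays open, although they lie in introns of Erdr1, between peaks with 100% and 51.5% of their words on X. Whether the copies, or H3K9me3 on them, differ between WT and mutant BG stays open, because no value for mutant BG was analysed here.

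Exons, counted without UTRs and non-coding exons, held more WT-specific peaks than random positions, 1041 against 460.3 ± 23.1 (SD over 100 placements). The paper does not discuss this class of sites. Exons of zinc finger genes named Zfp and of clustered protocadherin genes, a known place of H3K9me3, held 44 of these peaks, or 7.58% of the excess, and 57 (9.82%) with all genes described as zinc finger in the annotation, which argues against them as the source of most of it. GC content may account for most of the excess, since random positions matched on it gave 82.1% of it, but their share of the exon peaks, 90%, lay at the bound set once the excess, though not yet this share, had been seen, within its spread, and decides nothing. Whether GC content is the only cause stays open. Exons held 1.11 times the peaks of those positions (936.9 ± 14.1), or 104.1 more. This SD is over 10 blocks of the matched positions and not over single random counts. It is therefore too small to test the 104.1 peaks against, and what gives them stays open. No biological explanation was tested.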

How the results depend on the processing

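The matching on the stretch nearest to the TSS, the random placements for gene lists, the motif CGSCARSAW, peaks outside L1, 1 mismatch at Col18a1 and the positions matched on GC content were chosen after the result was seen, as was the rise from 100 to 1000 placements for genes, made because 100 cannot give an adjusted p under 0.05 over 18 lists.

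Of 228 comparisons of 49 results with an alternative, 178 of them set before the data were examined, 151 kept the direction and the side of the threshold or stayed within the interval, 21 passed the threshold in neither form but lay on the other side of 1, 9 turned the direction of a result past the threshold in at least 1 form, 5 lost and 18 gained the threshold and 24 values moved. With only peaks at or above the median score, 17929 peaks were left, with 3.49% in exons, 30.1% in LTR and 14.7% in LINE elements, intergenic peaks were 1.02 times random (now past the threshold), and 35.7% of protein-coding genes had a peak. On autosomes and X alone, LTR elements held 25.8%. With the recomputed annotation 58.4% were intergenic. Against positions matched on GC content, intergenic peaks were 1.21 times random, while termination sites and 3' UTRs turned to 0.796 and 0.695 times. The share of protein-coding genes with a peak was 31.5% with peaks inside genes, 22.0% within 10 kb of the TSS, 41.0% over the gene body or 5 kb to either side, 34.0% outside repeats and 48.4% with peaks placed at random. The lists past an adjusted p of 0.05 went from 3 to 2 with peaks inside a gene and to 2 within 10 kb of the TSS. They went to 5 with the gene body or 5 kb to either side and to 11 with no matching on length. The last of these took ECM-receptor interaction to 1.37 times and axon guidance from below to above random, at 1.25 times. Protocadherins turned above random, past the threshold, at 1.38 times with the gene body or 5 kb to either side. The same held when matched on the stretch nearest to the TSS (1.72 times) and with peaks placed at random (2.34 times). They were no longer past the threshold within 10 kb of the TSS (1.26 times, adjusted permutation p = 0.816) or with peaks inside genes (0.771 times, adjusted permutation p = 0.315). Vomeronasal receptors were no longer past the threshold with peaks inside genes, at 0.926 times (60 members against 64.8 at random, adjusted permutation p = 0.732). The motif over its windows was no longer past the threshold outside repeats, at 1.13 times. Nor was it with the full site TTGGCNNNNNGCCAA, at 0.765 times on few matches. There were 13 pairs with a match in the peak alone and 17 in the window alone (exact sign test, p = 0.585). The cause of these changes was not tested, except that a higher minimum leaves fewer peaks. No paired analysis was possible because the 6 libraries are merged in 1 list with no value per library. For the same reason no library could be left out, the depth is unknown, and a peak absent from mutant BG cannot be told from one just under the threshold there.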

Differences from the paper's values

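No test in this part was chosen after the result was seen except the search with 1 mismatch. At Col18a1 the paper marks about 4 WT-specific peaks as holding the de novo Nfix motif (Fig. 6F, read by eye), and 0 of the 8 peaks there held an exact match to CGCCAGSAW, the consensus read by eye from Fig. 6D. Of the alternatives set before the data were examined, the site TTGGCA of a single NFI subunit, in 3 of the 8 peaks, comes within 1.5 times of the paper's count, although 29.1% of all WT-specific peaks and 25.2% of the windows 5 kb away hold that site, so a count of this size says little, and the full site TTGGCNNNNNGCCAA, in 0 of them, does not. Up to 1 mismatch to CGCCAGSAW, chosen after the values were seen, also gives 3. Whether the 3 peaks of either search are among those marked in Fig. 6F was not tested.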

Other observations

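The tests of genes and gene lists with peaks placed at random and those matched on the stretch nearest to the TSS were chosen after the result was seen, and the others in this part were set before the data were examined.

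Imprinted genes, whose control regions carry H3K9me3 on 1 allele, had a WT-specific peak at 27 of 39 members, against 21.5 ± 3.01 (SD) in random lists matched on gene length (1.26 times, adjusted permutation p = 0.284, Benjamini-Hochberg over 18 lists). Snrpn had 15 peaks, Peg12 9, Dlk1 8 and Ube3a 5, the closest 1.64, 14.2, 11.45 and 140.5 kb from the TSS. The adjusted p was 0.00792 to 0.397 over the alternatives (permutation tests, or Fisher's exact test with no matching on length), and it passed 0.05 over the gene body or 5 kb to either side (1.51 times), with peaks outside repeats (1.67 times) and with no matching on length (1.41 times). Zinc finger genes named Zfp, many of them KRAB repressors, had a peak at 220 of 401 members, against 203.1 ± 9.82 (1.08 times, adjusted permutation p = 0.284), with 23 peaks at Zfp369, 20 at Zfp808, 18 at Zfp960 and 17 at Zfp982. Over the alternatives the ratio was 1.09 to 1.38 and the adjusted p 0.0012 to 0.383 from the same kinds of permutation or exact test, and it passed 0.05 under all of them except with peaks outside repeats.

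Germline genes had a peak at 24 of 38 members, against 19.9 ± 3.03 (adjusted permutation p = 0.423), with 8 peaks at Tuba3b and 7 at Piwil1, the gene of a Piwi protein. Interferon and inflammatory genes had one at 21 of 36, against 16.5 ± 2.93 (adjusted permutation p = 0.371), with 4 at Oasl2 and 3 at Zbp1, the gene of a nucleic acid sensor. Of the genes of H3K9 methylation machinery and NFI factors, 9 of 23 had a peak, against 13.3 ± 2.29 (adjusted permutation p = 0.284). They include Pphln1 with 4 peaks and Atf7ip, the gene of a Setdb1 partner, with 3. Cytosolic ribosomal protein genes had one at 30 of 82, against 31.9 ± 4.38 (adjusted permutation p = 0.753), with 13 peaks at Rplp1 and 10 at Rpl38, all of them intergenic.

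The share of protein-coding genes with a WT-specific peak, 50.9%, was 48.4% ± 0.264 (SD) when the peaks were placed at random 1000 times. How the study linked peaks to genes for Fig. 6B is not given in the sources used here, and the share was 41.0% over the gene body or 5 kb to either side, 31.5% with peaks inside a gene and 22.0% within 10 kb of the TSS, so there is no single share to set such a set of genes against. The members of class 1.1 and 1.2 were not analysed here, so no test of that set was run. TTGGCA, the site of a single NFI subunit, was in 29.1% of the peaks, in 25.2% of the windows 5 kb away (exact sign test, two-sided p = 1.42e-30) and in 38.4% of the shuffles that keep dinucleotides, so that it was above the windows and below the shuffles. Of neighbouring peaks, 8.99% of all were within 2 kb of another, against 6.76% ± 0.186 at random, and of the peaks at or above the median score 23.4% had another of them within 10 kb, against 14.0% ± 0.371.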
